# BAP1 promotes osteoclast function by metabolic reprogramming

**DOI:** 10.1038/s41467-023-41629-4

**Published:** 2023-09-22

**Authors:** Nidhi Rohatgi, Wei Zou, Yongjia Li, Kevin Cho, Patrick L. Collins, Eric Tycksen, Gaurav Pandey, Carl J. DeSelm, Gary J. Patti, Anwesha Dey, Steven L. Teitelbaum

**Keywords:** Post-translational modifications, Cytoskeleton, Bone, Energy metabolism

## Abstract

Treatment of osteoporosis commonly diminishes osteoclast number which suppresses bone formation thus compromising fracture prevention. Bone formation is not suppressed, however, when bone degradation is reduced by retarding osteoclast functional resorptive capacity, rather than differentiation. We find deletion of deubiquitinase, *BRCA1-associated protein 1 (Bap1)*, in myeloid cells (*Bap1*^*∆LysM*^), arrests osteoclast function but not formation. *Bap1*^*∆LysM*^ osteoclasts fail to organize their cytoskeleton which is essential for bone degradation consequently increasing bone mass in both male and female mice. The deubiquitinase activity of BAP1 modifies osteoclast function by metabolic reprogramming. *Bap1* deficient osteoclast upregulate the cystine transporter, *Slc7a11*, by enhanced H2Aub occupancy of its promoter. SLC7A11 controls cellular reactive oxygen species levels and redirects the mitochondrial metabolites away from the tricarboxylic acid cycle, both being necessary for osteoclast function. Thus, in osteoclasts BAP1 appears to regulate the epigenetic-metabolic axis and is a potential target to reduce bone degradation while maintaining osteogenesis in osteoporotic patients.

## Abstract (web summary)

Here, the authors demonstrate that BRCA1-associated protein 1 (Bap1) regulates osteoclast’s capacity to degrade bone. Reprogramming of epigenetic-metabolic axis upon Bap1 loss inhibits bone degradation, preserving bone mass, making it a potential therapeutic target for osteoporosis.

## Introduction

Bone remodeling, which maintains skeletal health, requires an equilibrium of osteogenic osteoblasts and resorptive osteoclasts. When this coupling is deranged, the balance between formation and resorption is lost, resulting in osteoporosis which is endemic in Western society. Osteoclasts are polykaryons derived from bone-marrow macrophages (BMMs) exposed to receptor activators of nuclear factor kappa-Β ligand (RANKL) and macrophage colony-stimulating factor (M-CSF)^1^. Net bone resorption is the product of both osteoclast abundance and the matrix-degrading capacity of the individual polykaryon. These processes differ in regard to the treatment of osteoporosis. While therapeutically diminished osteoclast number also suppresses bone formation, osteoblast activity is spared when an abundance of the resorptive cell is maintained, but only its degradative capacity is inhibited. During the process of resorption, osteoclasts adhere to the bone surface and form a “gasket-like” structure, known as the actin ring or sealing zone, to isolate the resorptive microenvironment from the general extracellular space^2,3^. The signals that govern cytoskeleton organization to form actin rings therefore dictate the cell’s capacity to resorb bone and impact skeletal integrity.

While osteoclasts are generated and function via genetic and post-transcriptional regulation, epigenetic events are equally important to the process. Our previous studies highlight that an epigenetic factor, ASXL2, is necessary for optimal osteoclast formation, and its absence in myeloid lineage cells substantially increases bone mass due to a paucity of osteoclasts^4,5^. ASXL2 binds an enzymatic protein, BAP1, to form a deubiquitinase (PR-DUB) complex that removes monoubiquitin from substrates such as histone 2A^6,7^.

Given that ASXL2 and BAP1 physically interact, we postulated that BAP1 would similarly modulate the osteoclast. In keeping with this hypothesis, we find that *Bap1* deletion in myeloid lineage cells, like that of *Asxl2*, dampens bone resorption, thereby increasing skeletal mass. Unexpectedly, unlike ASXL2, which suppresses bone resorption by arresting osteoclast differentiation, myeloid absence of BAP1 enhances bone mass by metabolically impairing cytoskeletal organization. In addition to altered amino acid metabolism, BAP1 targets the cystine transporter, SLC7A11, which modulates antioxidant glutathione abundance and mitochondrial flux in osteoclasts. The fact that BAP1 arrests osteoclast function epigenetically raises the possibility that its therapeutic potential may be superior to present anti-resorptive drugs.

## Results

### *Bap1*^*∆LysM*^ mice are osteopetrotic

We identified the epigenetic factor ASXL2 as a positive regulator of osteoclast formation^4^. Because of its known association with a deubiquitinase, BAP1, to maintain protein stability^8,9^, we asked if *Bap1* deficiency, like that of *Asxl2*, increases bone mass by arresting osteoclast differentiation, thereby diminishing the abundance of the bone resorptive cell.

To determine the role of BAP1 in osteoclasts, we generated mice in which the gene is exclusively deleted in myeloid lineage cells (*Bap1*^***∆****LysM*^) (Supplementary Fig. 1a). At 20 weeks of age, femoral trabecular bone mass (BV/TV) and bone mineral density (BMD) are increased in *Bap1*^***∆****LysM*^ male and female mice (Fig. 1a, b). Trabecular connectivity, spacing, and number are also significantly changed in keeping with enhanced bone mass (Supplementary Fig. 1b, c). Myeloid deletion of the gene is similarly effective in 1-year-old mice (Fig. 1c and Supplementary Fig. 1d). Establishing the increased bone mass reflects decreased resorption, serum CTx (c-terminal telopeptides type I collagen), a marker of bone matrix degradation, in vivo, is significantly reduced in *Bap1*^*∆LysM*^ mice (Fig. 1d). Interestingly, while histomorphometric analysis also reflect increased trabecular bone mass (BV/TV) in the *Bap1*^*∆LysM*^ mice, no significant changes were noted in either osteoclast number or osteoclast surface (Fig. 1e).

**Fig. 1:**
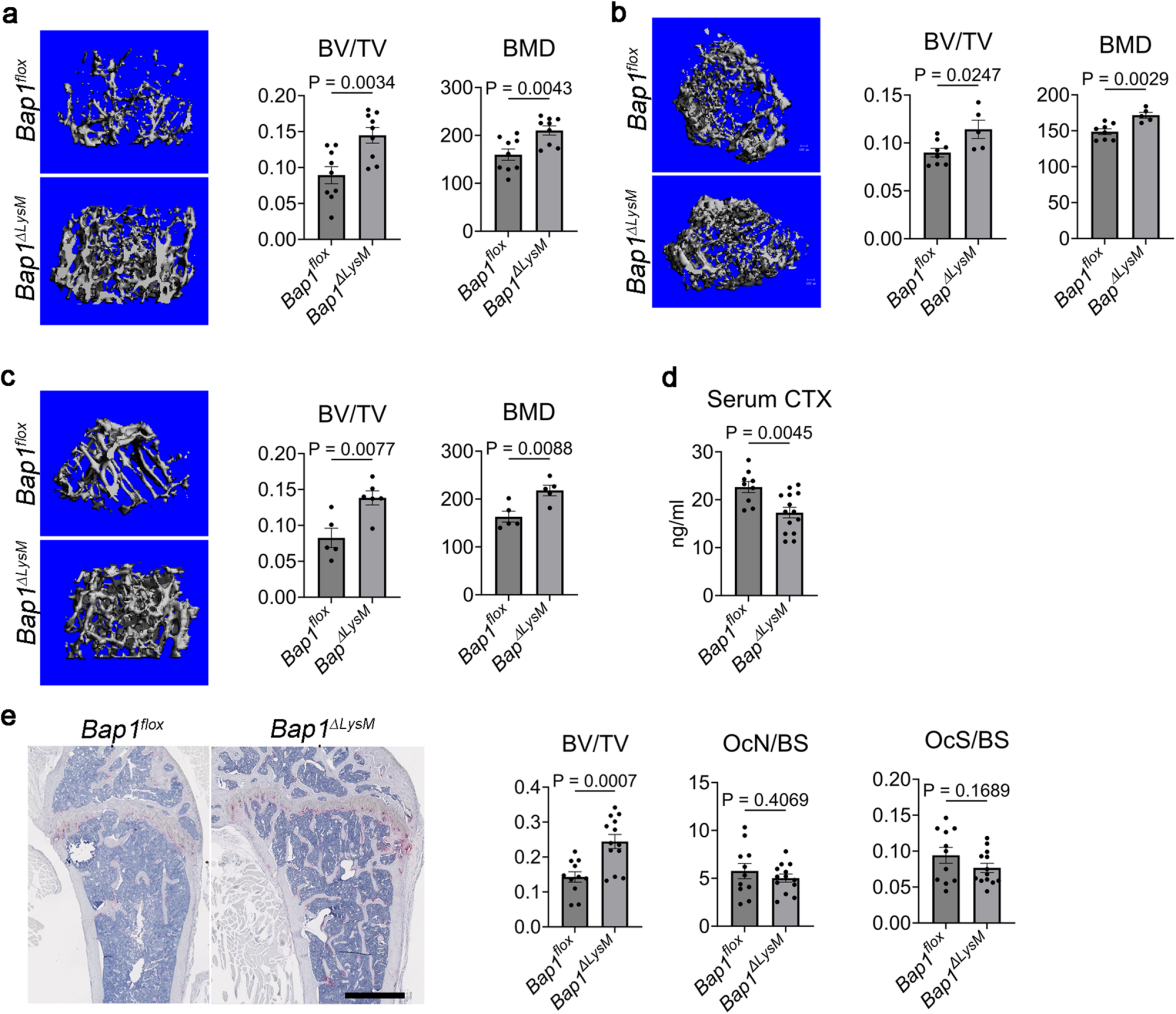
*Bap1*^*∆LysM*^ mice are osteopetrotic. **a**, **b** µCT images and trabecular bone parameters of 20-week-old *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ **a** male; *n* = 9 biologically independent samples and **b** female; *n* = 8 (*Bap1*^*flox*^) and *n* = 5 (*Bap1*^*∆LysM*^) biologically independent samples. **c** µCT images and trabecular bone parameters of 1-year-old *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ male littermates; *n* = 5 biologically independent samples. **d** Serum CTX of 20-week-old male *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ mice; *n* = 9 (*Bap1*^*flox*^) and *n* = 14 (*Bap1*^*∆LysM*^) biologically independent samples. **e** (Left) Representative femur of a 20-week-old male *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ mice stained for TRAP activity (red reaction product). (Right) Histomorphometric analysis of trabecular bone; *n* = 11 (*Bap1*^*flox*^*)* and *n* = 13 (*Bap1*^*∆LysM*^) biologically independent samples. The scale bar represents 1 mm. OcN osteoclast number, OcS osteoclast surface, BS bone surface, BV trabecular bone volume, TV total volume, BV/TV bone volume fraction of marrow, vBMD volumetric bone mineral density. Data represent mean ± SEM. *P* values shown are by two-sided Student’s *t*-test (**a**–**e**). Source data are provided as a Source Data file.

### BAP1 regulates osteoclast function

The substantially enhanced bone mass and decreased resorption in *Bap1*^*∆LysM*^ mice suggests that *Bap1* deficiency may impact osteoclast formation, which is contradicted, however, by the normal abundance of the bone resorptive cell (Fig. 1e). To explore this conundrum, we cultured *Bap1*^*∆LysM*^ bone marrow macrophages (BMMs) with the key osteoclastogenic cytokines, M-CSF and RANKL. The osteoclast differentiation markers NFATc1, β3 integrin, and Cathepsin K are unaltered in those lacking BAP1 (Fig. 2a), establishing the increased bone mass of *Bap1*^***∆****LysM*^ mice does not reflect arrested osteoclast differentiation. Normal bone formation, as determined by dynamic histomorphometry (Supplementary Fig. 2a) and unaltered osteoclast differentiation in *Bap1*^***∆****LysM*^ mice, suggests their enhanced skeletal mass may represent the diminished resorptive capacity of individual osteoclast. Indeed, BMM-derived *Bap1*^***∆****LysM*^ TRAP-positive cells mirror those which are β3 integrin deficient, as they abnormally spread and appear “crenated”^10^ (Fig. 2b). While the number of large, multinucleated TRAP expressing cells are decreased in RANKL/M-CSF stimulated cultures of *Bap1* deficient BMMs, no significant difference exists between the abundance of all TRAP+ cells consistent with failure to normally spread. Alamar Blue assay that measures cell number confirms that *Bap1*^***∆****LysM*^ and *Bap1*^*flox*^ BMMs are equally proliferative (Supplementary Fig. 2b).

**Fig. 2:**
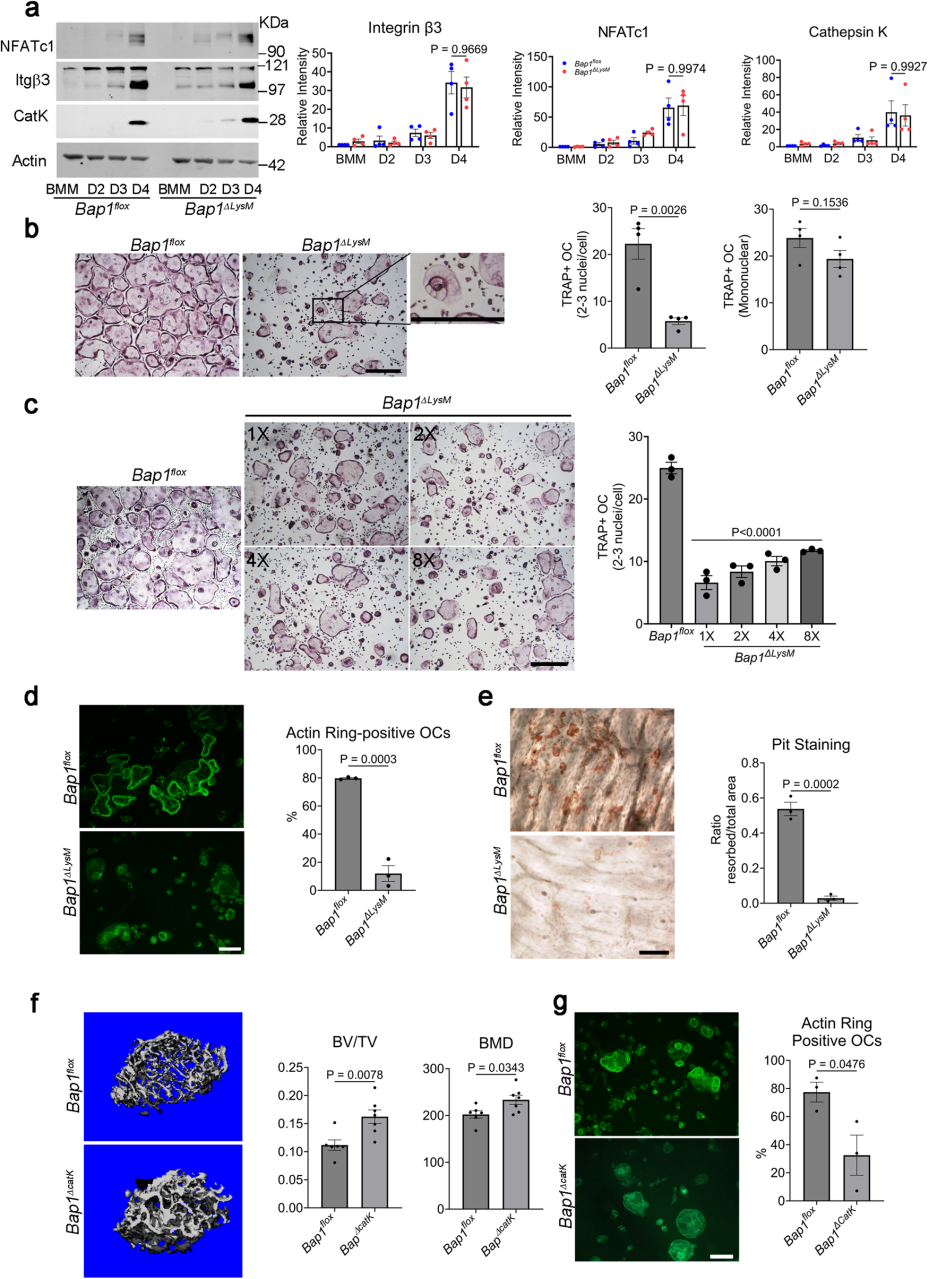
BAP1 regulates osteoclast function. **a** A 8-week-old *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ BMMs were cultured with M-CSF and RANKL (100 ng/mL). The total cell lysate was collected with time. (Left) Representative immunoblot for the osteoclast differentiation proteins. (Right) Densitometric analysis of osteoclast differentiation proteins; *n* = 4 independent experiments. **b** (Left) Representative image of *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ osteoclasts stained for TRAP activity. The scale bar represents 500 µm. Inset shows TRAP-positive *Bap1*^*∆LysM*^ osteoclast at a higher magnification; *n* = 4 independent experiments. (Right) Quantification of multinuclear and mononuclear TRAP +ve cells in either genotype. **c** Two- to eightfold more *Bap1*^*∆LysM*^ BMMs in contrast to *Bap1*^*flox*^ BMMs (1×) were cultured with M-CSF and RANKL (100 ng/mL) for 5 days to form osteoclasts (OC), after which they were stained for TRAP activity. The scale bar represents 500 µm; *n* = 3 independent experiments. **d** *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ BMMs were cultured with M-CSF and RANKL (100 ng/mL) on bovine bone slices. After 5 days, the cells were stained with Alexa-Fluor-488-Phallodin to visualize the actin rings (green color) which were quantified (right panel); Scale bar represents 100 μm; *n* = 3 independent experiments. **e** Resorption pits were visualized by wheat germ agglutinin–lectin staining, and the resorbed surface was quantified (right panel). The scale bar represents 100 µm; *n* = 3 independent experiments. **f** µCT analysis on femurs of 20-week-old male *Bap1*^*flox*^ and *Bap1*^*∆catK*^ littermates; *Bap1*^*flox*^ *n* = 6 and *Bap1*^*∆catK*^ *n* = 7 biologically independent samples. BV/TV bone volume fraction of marrow, vBMD volumetric bone mineral density analyzed. **g** Actin rings for *Bap1*^*flox*^ and *Bap1*^*∆catK*^ osteoclasts cultured on bone slices. The % of osteoclasts exhibiting actin rings was quantified. The scale bar represents 100 µm; *n* = 3 independent experiments. Data represent mean ± SEM. *P* values shown are by two-way ANOVA with Sidak multiple comparison testing (**a**) or two-sided Student’s *t*-test (**b**, **d**–**g**) or one-way-ANOVA with Dunnett’s testing (**c**). Source data are provided as a Source Data file.

In normal circumstances, increasing the number of osteoclast precursors in culture facilitates their capacity to spread, fuse, and form characteristic multinucleated cells. In contrast, enhancing the abundance of *Bap1*^***∆****LysM*^ BMMs does not alter the crenated appearance of *Bap1* deficient osteoclasts or increase their number, establishing this phenotype does not reflect precursor abundance (Fig. 2c). To understand the functional consequence of the abnormal appearance of *Bap1*^***∆****LysM*^ osteoclasts, we assessed their bone resorptive capacity. Equal numbers of *Bap1*^*flox*^ or *Bap1*^***∆****LysM*^ BMMs were cultured on bone slices. 60% of *Bap1*^*flox*^ osteoclasts form detectable actin rings which encompass the resorptive microenvironment and are essential for bone degradation. In contrast and confirming cytoskeletal dysfunction, actin rings are essentially absent in *Bap1*^***∆****LysM*^ osteoclasts (Fig. 2d). *Bap1*^*flox*^ osteoclasts resorb approximately 50% of the bone surface while *Bap1*^***∆****LysM*^ cultures generate no resorption lacunae (Fig. 2e). Thus, absence of Bap1 in myeloid lineage cells arrests osteoclast function. Such being the case, we asked if *Bap1* elimination only in mature osteoclasts similarly induces osteopetrosis. In fact, Bap1 deletion, using cathepsin K-cre, which targets cells committed to the osteoclast phenotype, increases bone mass (Fig. 2f and Supplementary Fig. 2c, d) and eliminates actin rings (Fig. 2g). Hence, myeloid deficiency of *Bap1* inhibits bone resorption by dampening resorptive capacity of mature osteoclasts.

### BAP1 epigenetic activity modulates osteoclast function

Defective individual osteoclast function is frequently a manifestation of failed cytoskeletal organization, which may be the product of the inactivation of the α_v_β_3_ integrin or its downstream effector molecules^10,11^. Their morphology suggested a possible alteration in cytoskeletal organization mediated by a paucity of α_v_β_3_ (Fig. 2b). To assess the possibility of compromised *integrin* β3 in *Bap1*^***∆****LysM*^ osteoclasts, we overexpressed *WT β3* in *flox* and *Bap1* deleted macrophages (Fig. 3a). In contrast to cells genetically lacking the integrin, transduced *β3* does not rescue the crenated appearance nor actin ring formation of *Bap1*^***∆****LysM*^ osteoclasts (Fig. 3b and Supplementary Fig. 3a). Since integrin-initiated osteoclast cytoskeletal organization is induced by a canonical pathway in which c-Src and RAC1 are critical components, we asked if *Bap1* deficiency disrupts these downstream effectors. To this end, we plated *Bap1*^*flox*^ or *Bap1*^***∆****LysM*^ pre-osteoclasts (preOC, defined as TRAP^+^ mononuclear and binuclear cells) on vitronectin which contains an RGD motif that activates α_v_β_3_ signaling. Neither phosphorylation of c-Src (Y416) (Supplementary Fig. 3b) nor GTP-associated RAC (Fig. 3c) differs from control in vitronectin-exposed *Bap1*^***∆****LysM*^ preOCs. Thus, the absence of BAP1 compromises the osteoclast cytoskeleton by a mechanism independent of the α_v_β_3_-induced signaling pathway.

**Fig. 3:**
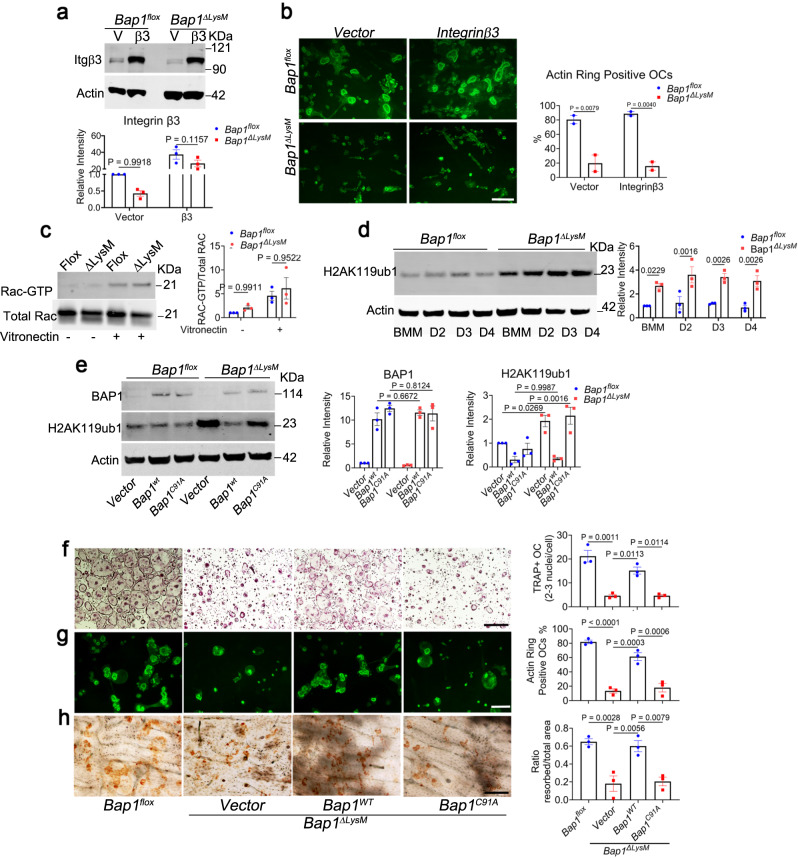
BAP1 epigenetic activity modulates osteoclast function. **a** Representative immunoblot of integrin *β3* expression in *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ osteoclast retrovirally transduced with *integrin β3* or *vector* (BMM from 8- to 12-week-old male mice); *n* = 3 biologically independent experiments. **b** Transduced BMMs were cultured with M-CSF and RANKL (100 ng/mL) on bovine bone slices. After 5 days, the cells were stained with Alexa-Fluor-488-Phallodin to visualize the actin rings (green color), and % of osteoclasts exhibiting actin rings per well were quantified. The scale bar represents 100 µm; *n* = 2 independent experiments. **c** Day 3 *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ pre-osteoclasts (preOCs) from 8- to 12-week-old male mice were cultured for 3 h in serum-free medium. The cells were plated on a vitronectin-coated petri dish (+) or maintained in suspension for 30 min (−). GTP-Rac1 and total Rac1 were analyzed by pull-down assay followed by immunoblot, *n* = 3 independent experiments. **d** *Bap1*^*flox*^ *and Bap1*^*∆LysM*^ BMMs were cultured with M-CSF ± RANKL (100 ng/mL). The total cell lysate was collected with time. The abundance of H2AK119ub1 modification was determined by immunoblot; *n* = 3 biologically independent experiments. **e** *Bap1*^*∆LysM*^ BMMs from 16- to 20-week-old male mice transduced with human *Bap1*^*WT*^; *Bap1*^*C91A*^ or vector (V) were exposed to M-CSF (BMM) or M-CSF and RANKL (100 ng/mL) for 3 days to generate pre-osteoclasts (preOCs). The total cell lysate was extracted, and BAP1 or H2AK119ub1 expression was determined by immunoblot; *n* = 3 independent experiments. **f** Fully differentiated osteoclasts were stained for TRAP activity. The scale bar represents 500 µm; *n* = 3 independent experiments. **g** Cells stained with 488-Phalloidin to visualize actin rings (green color). % of osteoclasts exhibiting actin rings was quantified. The scale bar represents 100 µm; *n* = 3 independent experiments. **h** Following removal of the transduced osteoclasts, resorption pits were visualized by wheat germ agglutinin-lectin staining and quantified per well. The scale bar represents 100 μm; *n* = 3 independent experiments. Data are represented as mean ± SEM. *P* values shown are by two-way ANOVA with Sidak’s multiple comparison testing (**a**–**e**) or one-way ANOVA with Tukey’s post-hoc testing (**f**–**h**). Source data are provided as a Source Data file.

BAP1functions as a deubiquitinase which removes ubiquitin moieties from outer mitochondrial membrane (OMM) proteins^12,13^. We find, however, BAP1 does not deubiquitinate OMM proteins in osteoclasts, as established by VDAC co-IP using ubiquitin and VDAC antibodies, even in the presence of the proteasomal inhibitor, MG132 (Supplementary Fig. 3c). Furthermore, incubation of preOCs with a fluorophore, TMRM dye followed by the depolarizing agent, FCCP yields a similar decrease in membrane potential in both groups (Supplementary Fig. 3d). We therefore turned to another established property of BAP1, namely modification of H2A. Indeed, immunoblot of H2AK119ub1 reveals increased bulk histone ubiquitination in *Bap1*^***∆****LysM*^ macrophages and differentiating osteoclasts (Fig. 3d). To determine if this enzymatic activity of BAP1 regulates osteoclast function, we overexpressed the human *WT* gene (*BAP1*^*WT*^*)* or its mutant (*BAP1*^*C91A*^) that lacks deubiquitinase activity, in *Bap1*^*flox*^ and *Bap1*^***∆****LysM*^ macrophages. Since commercially available BAP1 antibodies only recognize human BAP1, immunoblots for BAP1 show no endogenous mouse BAP1 protein in vector groups of either genotype (*Bap1*^*flox*^ vs. *Bap1*^***∆****LysM*^*)*. As expected, human BAP1 expression in osteoclasts transduced with both *BAP1* constructs was similar (Fig. 3e). Importantly, *BAP1*^*WT*^ but not *BAP1*^*C91A*^ reduces ubiquitination of histone H2A (Fig. 3e). Fortifying the concept that its enzymatic activity is required for osteoclast cytoskeleton organization, *WT* but not ubiquitinase-deficient *BAP1* normalizes the size of *Bap1*^***∆****LysM*^ osteoclasts (Fig. 3f and Supplementary Fig. 3e). Importantly, restoration of BAP1 deubiquitinase activity rescues actin ring formation and the cell’s resorptive capacity as evidenced by pit staining in *Bap1*^***∆****LysM*^ osteoclast cultures (Fig. 3g, h).

### BAP1 regulates osteoclast transcription

To determine if histone deubiquitination by BAP1 regulates gene expression, we conducted unbiased genome-wide analyses to characterize transcriptional alterations related to *Bap1* deletion. 

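Bone marrow macrophages (BMMs) are grown from marrow with M-CSF, and RANKL turns them into osteoclast precursors (preOCs). The RNA-seq compared preOCs of 20-week-old male mice after 24 h in 100 ng/ml RANKL. Bap1ΔLysM mice carry loxP sites in Bap1 together with Cre recombinase inserted in the lysozyme M gene, Lyz2, and Bap1flox littermates carry the loxP sites without Cre. Libraries of 6 Bap1flox and 5 Bap1ΔLysM preOC samples were analysed, with 3 libraries per genotype of BMMs that had not received RANKL. The labels number the Bap1flox preOCs 1 to 6, the Bap1ΔLysM preOCs 1, 2, 4, 5 and 6, and the BMMs of each genotype 1 to 3. Replicates 1 to 3 and replicates 4 to 6 are named in different forms, so the preOC comparison was also made within each of these library sets, which hold 3 against 2 and 3 against 3 libraries. Mitochondrially encoded genes took 0.481% to 1.074% of the counts in replicates 1 to 3 and 2.364% to 5.264% in replicates 4 to 6.
The authors aligned the reads to the Ensembl GRCm38 mouse assembly with STAR and counted uniquely aligned, unambiguous reads per gene with featureCounts. The deposited counts are whole numbers per gene and are not normalized, and the paper does not state whether strand was used in counting. Counts per library summed to 45418273 to 60883533 in Bap1flox preOCs (median 47581468) and to 37967542 to 61369441 in Bap1ΔLysM preOCs (median 51824230). In BMMs the sums were 45752796 to 54195199 (median 51271073) for Bap1flox and 44684670 to 52346818 (median 45274830) for Bap1ΔLysM. Here, 355 ribosomal RNA genes were left out. Tested genes had a CPM value (the count scaled to a common library size) above 1 in at least 4 of 11 preOC libraries. The paper's methods ask for a CPM above 1 in as many libraries as the smallest group size minus 1. This was applied here to the preOC groups alone. The paper does not state which groups were counted, and the BMM groups are smaller, with 3 libraries each. Libraries were scaled by the TMM method of edgeR, and the genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The numbers depended on the test (edgeR or the voomWithQualityWeights method of limma that the paper names), on whether the library set entered the model and on which libraries were used.
Bap1 (ENSMUSG00000021901, protein-coding, plus strand of chromosome 14, 31251450 to 31259944 of GRCm38) was examined first. In the Bap1flox preOC libraries 1 to 6, Bap1 was at 84.7, 87.4, 92.7, 84.3, 87.3 and 72.7 CPM, and in the Bap1ΔLysM preOC libraries 1, 2, 4, 5 and 6 it was at 81.6, 84.6, 72.3, 68.4 and 58.0 CPM. The means of 84.8 ± 6.67 CPM (SD, n = 6) and 73.0 ± 10.7 CPM (SD, n = 5) gave a log2 fold change of -0.22 (standard error 0.10, adjusted p = 0.18 from edgeR). The log2 fold change was -0.08 within replicates 1 to 3 and -0.31 within replicates 4 to 6, and under voomWithQualityWeights it was -0.31 with an adjusted p of 0.0037. In BMMs, Bap1 was at 83.3, 81.2 and 84.2 CPM in Bap1flox and at 80.9, 74.8 and 75.0 CPM in Bap1ΔLysM (log2 fold change -0.11, adjusted p = 0.34 from edgeR). The counts are per gene, so reads from deleted exons were not separated from other Bap1 reads, and the genotype of each library was taken from its label. Lyz2, the gene that carries Cre (minus strand of chromosome 10, 117277334 to 117282274), stood at 80.8% of the Bap1flox mean in Bap1ΔLysM preOC library 1 and at 0.149%, 0.455%, 0.47% and 0.36% in libraries 2, 4, 5 and 6. In the Bap1ΔLysM BMM libraries 1, 2 and 3 it stood at 45.3%, 0.169% and 0.147%.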

*Bap1*^***∆****LysM*^ and control BMMs were treated with RANKL for 24 h to identify genetic changes that precede the observed differences in resorption and cytoskeletal organization. 

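Of 12919 genes tested in preOCs, 2040 had an adjusted p under 0.05 in edgeR, 920 of them higher and 1120 lower in Bap1ΔLysM. At an unadjusted p under 0.05 there were 3932. The CPM values of the genotypes had no overlap for 1139 of the 2040 genes and for 1243 of all genes tested, where chance gives 0.433%. The count depended on the test and on the library set. With voomWithQualityWeights, the test the paper names, 7093 genes passed, 2039 of the 2040 among them. With the library set as a term in the edgeR model, 4345 genes passed, including 2039 of the 2040. The replicate number as a block gave 4233 genes and shared 2019 of the 2040. Within replicates 4 to 6 alone, 4282 genes passed, 1912 of them shared. Within replicates 1 to 3, where 3 libraries faced 2, 0 genes passed and 2337 had an unadjusted p under 0.05. Of 2086 genes past the adjusted p and a fold change of 1.5 in replicates 4 to 6 that could be tested in replicates 1 to 3, 1895 (90.8%) moved in the same direction there. Across 12478 genes, which are not independent replicates, the log2 fold changes of both sets had a Pearson correlation of 0.67 and a Spearman correlation of 0.63. When each library was left out in turn, the count ranged from 1118 genes without Bap1ΔLysM library 4 to 3110 genes without Bap1ΔLysM library 1. With upper-quartile scaling in place of TMM, 33.2% of the 2098 genes that passed were higher in Bap1ΔLysM, against 45.1% with TMM.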

RNA sequencing (RNA-seq) analysis identifies 6075 differentially expressed genes (DEGs) (adj.p.val < 0.05). Of these DEGs, 499 are upregulated and 782 downregulated in *Bap1*^***∆****LysM*^ osteoclasts (fold change ≥ 1.5). 

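At an adjusted p under 0.05 and a fold change of at least 1.5, edgeR gave 500 genes higher and 697 genes lower in Bap1ΔLysM preOCs. Under voomWithQualityWeights there were 1317 higher and 1821 lower genes. DESeq2 gave 682 and 755 genes. With the library set as a term there were 639 higher and 906 lower genes. Replicates 4 to 6 alone gave 937 and 1278, whereas in replicates 1 to 3, with 3 libraries against 2, no gene passed the adjusted p. Leaving out Bap1ΔLysM library 1 raised the counts to 754 and 1083. Without Bap1ΔLysM library 4 there were 308 higher and 485 lower genes, and without library 5 there were 319 and 481.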

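Principal components were computed for the preOC libraries from log2 CPM of the tested genes, with a prior count of 2 and without scaling of the genes. The first component (PC1) held 50.8% of the variance, and 30.8% of the spread of its scores lay between the genotypes (two-sided exact permutation test over 462 splits, p = 0.084). The library sets accounted for 76.1% of the spread on PC1 (exact permutation p = 0.0022, the smallest the splits can give). On PC2, which held 22.5% of the variance, the genotypes accounted for 53.5% of the spread (exact permutation p = 0.013) and the library sets for 18.9% (exact permutation p = 0.16). Once the mean of each library set was removed from every gene, the genotypes accounted for 89.6% of the spread on PC1 (exact permutation p = 0.0022 over the 462 splits). Only 200 of these splits keep 2 libraries of replicates 1 to 3 in the smaller group. A permutation within the library sets thus could not give a p as small.

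**Figure D1:**
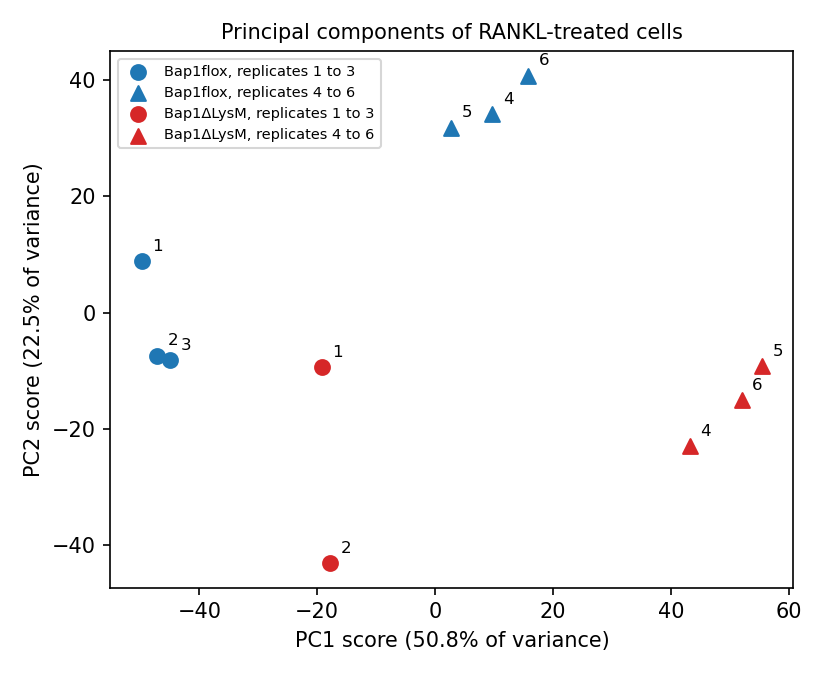
Scores of the 11 preOC libraries on PC1 (x axis, 50.8% of the variance) and PC2 (y axis, 22.5% of the variance). Each point is a library with its replicate number, blue for Bap1flox and red for Bap1ΔLysM, circles for replicates 1 to 3 and triangles for replicates 4 to 6. On PC1, Bap1flox lies from -49.8 to -44.9 and Bap1ΔLysM at -19.2 and -17.8 among circles, and Bap1flox from 2.7 to 15.8 and Bap1ΔLysM from 43.2 to 55.5 among triangles.

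Among genes past the adjusted p whose genotypes did not overlap, the largest increases in Bap1ΔLysM preOCs were of Colq, Htra4, Igkv10-96, Susd2 and Jchain, with log2 fold changes of 5.31, 4.52, 4.21, 4.14 and 4.01. Susd2 rose from 1.03 ± 0.631 CPM (SD, n = 6) to 18.3 ± 8.06 CPM (SD, n = 5), with a standard error of 0.40 on the log2 fold change and an adjusted p of 0.00038 from edgeR. Its log2 fold change was 3.99 within replicates 1 to 3 and 4.73 within replicates 4 to 6. Igkv10-96 is 1 of many near-identical immunoglobulin segments, and reads that match several of them were not counted. The largest decreases were of Mansc1, Gm15446, Gm10134, Dync2li1 and Gstm5, at -3.27, -2.89, -2.44, -2.43 and -2.29. Mansc1 was at 2.72 ± 0.765 CPM (SD, n = 6) in Bap1flox and 0.275 ± 0.132 CPM (SD, n = 5) in Bap1ΔLysM preOCs (standard error 0.33, adjusted p = 0.00043 from edgeR), and its log2 fold change was -2.72 and -3.65 within the library sets. All of these genes passed the adjusted p in each of the 11 fits that left out a library.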

PCA plot denotes separation by genotype (Supplementary Fig. 4a).The 50 genes undergoing the greatest change are represented in the heat map and volcano plot (Supplementary Fig. 4b, c). Pathway analysis reveals that downregulated DEGs include an abundance of those modulating metabolic pathways, particularly branched-chain amino acid metabolism (BCAA) (Fig. 4a). Furthermore, the most downregulated genes are associated with metabolism and mitochondrial function (Fig. 4b). 

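The Enrichr libraries behind the pathway plot were not used here, and a list of 48 genes of branched-chain amino acid (BCAA) degradation was written from general knowledge instead. Of its genes, 44 were tested in preOCs, and 7 were among the genes lower in Bap1ΔLysM at a fold change of at least 1.5, where 2.37 would be drawn by chance (odds ratio 3.34, two-sided Fisher's exact test p = 0.0086). After adjustment over the lists and directions tested, p was 0.073. The 7 genes were Ehhadh, Hibch, Ivd, Dbt, Auh, Aldh1b1 and Hadh, with log2 fold changes from -2.09 for Ehhadh to -0.65 for Hadh. Ivd, Dbt, Auh and Hadh had adjusted p-values of 0.00061, 0.0013, 0.0028 and 0.002 in edgeR. In the opposite direction, Aox1 passed the same thresholds with a log2 fold change of 1.34. Regardless of fold change, 11 genes of the list passed the adjusted p over all genes tested and 12 when p was adjusted over the list alone. The list as a whole had a median log2 fold change of -0.04, with 19 of 44 genes higher in Bap1ΔLysM, and limma's camera test with a preset correlation of 0.01 between genes gave an adjusted p of 0.14. The median was -0.10 within replicates 1 to 3 and -0.07 within replicates 4 to 6. Under voomWithQualityWeights it was 0.10, with 24 of 44 genes higher, and 13 genes passed the adjusted p as higher and 12 as lower. The direction of the list thus depended on the fit. This fit did not hold the library set as a term. Its quality weights were 0.22 and 0.29 for Bap1ΔLysM libraries 1 and 2 and 3.72, 3.85 and 0.87 for libraries 4, 5 and 6. The median of 0.10 lay above those of both library sets, and the choice of test was not separated from this weighting. The overlap moved as well: among the genes lower under voomWithQualityWeights there were 6 of the list, where 6.2 would be drawn by chance. With the library set as a term the overlap was again 7 genes, with an adjusted p of 0.26. Without Bap1flox library 1 the adjusted p from camera was 0.027, without Bap1ΔLysM library 4 it was 0.042 and without Bap1ΔLysM library 5 it was 0.043.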

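The 9 genes labelled in Fig. 4b are Nipsnap1, Ehhadh, Gatm, Prelid3a, B4galt4, Gbgt1, Gcnt1, Fabp7 and Pcyt1b. All 9 were lower in Bap1ΔLysM preOCs, with log2 fold changes from -2.26 to -1.35 and a median of -1.91. In edgeR, 8 of them passed the adjusted p over all genes tested. When p was adjusted over the list alone, 9 passed, which is not independent evidence because the study chose these genes on the same libraries. The CPM ranges of the genotypes did not overlap for 8 of the 9 genes. Nipsnap1 (chromosome 11, 4873951 to 4894200) was at 7.2 ± 0.922 CPM (SD, n = 6) in Bap1flox and 1.5 ± 0.449 CPM (SD, n = 5) in Bap1ΔLysM preOCs, with a standard error of 0.19 and an adjusted p of 0.00034 from edgeR. Its log2 fold change was -1.89 within replicates 1 to 3 and -2.56 within replicates 4 to 6, and from -2.44 to -2.15 when each library was left out in turn. Ehhadh (chromosome 16, 21761287 to 21787844), which encodes a peroxisomal enzyme of fatty acid oxidation, fell from 2.65 ± 0.386 CPM (SD, n = 6) to 0.617 ± 0.393 CPM (SD, n = 5), with a standard error of 0.33. Its log2 fold change was -1.69 and -2.41 within the library sets. Fabp7 had a log2 fold change of -1.49 with an adjusted p of 0.06 from edgeR. It fell by 0.24 on the log2 scale within replicates 1 to 3 and by 2.50 within replicates 4 to 6. Fabp7 passed with the library set as a term (adjusted p = 0.044 from edgeR), with the replicate number as a block (adjusted p = 0.029 from edgeR) and without Bap1ΔLysM library 1 (adjusted p = 0.0039 from edgeR). For the 9 genes together, the median log2 fold change was -1.54 within replicates 1 to 3, where 0 passed the adjusted p and 7 had an unadjusted p under 0.05. Within replicates 4 to 6 the median was -2.38 and all 9 passed. From the pathways of the lower genes and qPCR of candidate genes, the paper proposes that Bap1 deletion affects metabolic pathways in preOCs.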

Gene expression analysis of 3 candidate genes involved in metabolism validate RNAseq data and supports the concept of *Bap1* deletion on metabolic pathways in preOCs (Fig. 4c). In contrast, upregulated DEGs are enriched in glutathione metabolism and ferroptosis (Fig. 4d). 

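Lists of 59 glutathione metabolism genes and 41 ferroptosis genes, written from general knowledge in place of the Enrichr libraries, were compared with the genes higher in Bap1ΔLysM preOCs at a fold change of at least 1.5. Of 45 glutathione genes tested, Ggt5, Gsta3 and G6pdx were among the higher genes, where 1.74 would be drawn by chance (two-sided Fisher's exact test, adjusted p = 0.95). Their log2 fold changes were 2.28, 1.87 and 0.60. Among the lower genes there were 5 of the list, Gstm5, Gstk1, Gstm4, Gstm2 and Mgst3, where 2.43 would be drawn by chance (adjusted p = 0.4 from Fisher's exact test). The Gstm genes among these are similar in sequence, and reads that match several of them were not counted. At any fold change, 10 genes of the list were among the lower genes, where 3.9 would be drawn by chance (adjusted p = 0.03 from Fisher's exact test). The whole glutathione list had a median log2 fold change of 0.02, with 23 of 45 genes higher and an adjusted p of 0.7 from limma's camera. This median was -0.03 within replicates 1 to 3 and 0 within replicates 4 to 6, it was -0.05 with upper-quartile scaling -0.09 with the replicate number as a block and 0.09 under voomWithQualityWeights, so its sign was not fixed. Under voomWithQualityWeights, 9 glutathione genes were among the higher genes, where 4.59 would be drawn by chance (adjusted p = 0.16 from Fisher's exact test). Among the lower genes of that fit there were 10, where 6.34 would be drawn by chance (adjusted p = 0.29 from Fisher's exact test). Over all genes tested 14 glutathione genes passed the adjusted p, and 17 passed when p was adjusted over the list alone.
Of 38 ferroptosis genes tested, Cp, Slc7a11, Slc40a1, Hmox1 and Tfrc were among the higher genes, where 1.47 would be drawn by chance (odds ratio 3.79, two-sided Fisher's exact test p = 0.015, adjusted p = 0.1). Cp, Hmox1 and Tfrc had log2 fold changes of 1.66, 1.05 and 0.60, with adjusted p-values of 0.041, 0.0057 and 0.0026 from edgeR. Among the lower genes there were 2 of the list, Sat2 and Prnp, with log2 fold changes of -2.27 and -0.73. The ferroptosis list had a median log2 fold change of 0.04, with 21 of 38 genes higher (adjusted p = 0.5 from limma's camera), 0.04 within replicates 1 to 3, 0 within replicates 4 to 6 and -0.02 with upper-quartile scaling. Over all genes tested 9 ferroptosis genes passed the adjusted p, and 10 passed when p was adjusted over the list alone.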

Expression analysis of candidate genes validate upregulation of many solute carriers and glutathione pathway genes (Fig. 4e).

**Fig. 4:**
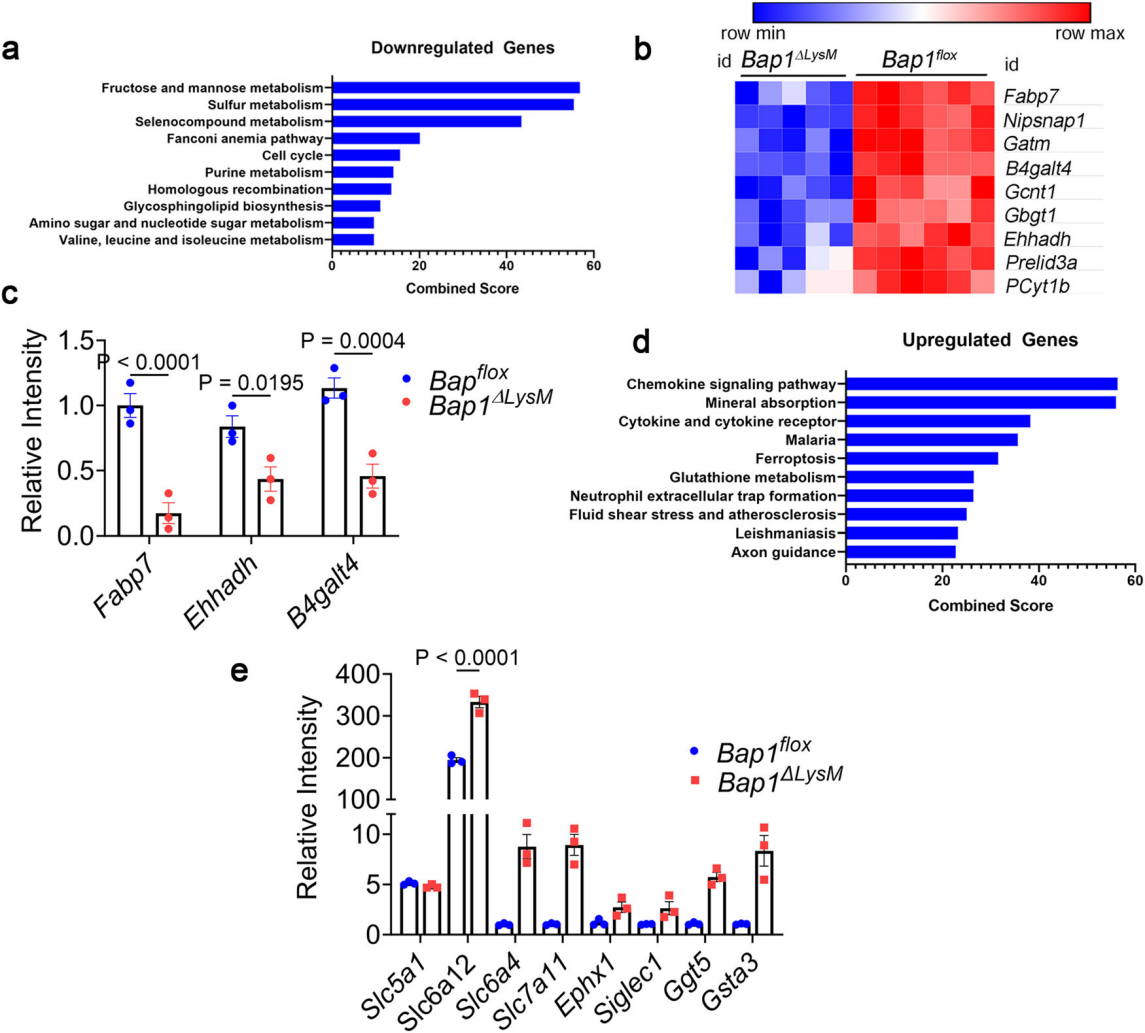
BAP1 regulates osteoclast transcription. RNA-seq analysis of osteoclasts derived from 20-week-old *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ male mice. **a** Enrichr pathway analysis of all genes significantly downregulated (negative enrichment) in *Bap1*^*ΔLysM*^ preOCs. **b** Heatmap of most significantly downregulated genes in preOCs based on log (fold change) > 1.5 with adjusted *P* < 0.001 as determined by Benjamini–Hochberg false-discovery rate; *n* = 6 (*Bap1*^*flox*^) and *n* = 5 (*Bap1*^*∆LysM*^). **c** qPCR analysis of candidate genes involved in metabolism, *Fabp7, Ehhadh*, and *B4galt4* mRNA in *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ preOCs; *n* = 3 independent experiments. **d** Enrichr pathway analysis of all genes significantly upregulated (positive enrichment, red bar) in *Bap1*^*flox*^ preOCs. **e** qPCR analysis of upregulated genes in *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ BMMs and preOCs; *n* = 3 independent experiments. Data represents mean ± SEM. *P* values shown are by two-way ANOVA with Sidak’s multiple comparison testing (**c**, **e**). Source data are provided as a Source Data file.

### BAP1 regulates *Slc7a11* expression by reducing the H2Aub occupancy of its promoter

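Slc7a11 (ENSMUSG00000027737, minus strand of chromosome 3, 50364936 to 50443613 of GRCm38, 12 exon blocks in the annotation) encodes the cystine and glutamate antiporter of the plasma membrane. It was at 17.8 ± 5.22 CPM (SD, n = 6) in Bap1flox preOCs and 42.4 ± 5.07 CPM (SD, n = 5) in Bap1ΔLysM preOCs. The log2 fold change was 1.26 (standard error 0.18, adjusted p = 0.0012 from edgeR), and every Bap1ΔLysM library, from 36.5 to 49.7 CPM, was above every Bap1flox library, from 12.9 to 27.7 CPM. Within replicates 1 to 3 the log2 fold change of Slc7a11 was 1.56 (unadjusted p = 0.00028 from edgeR), and within replicates 4 to 6 it was 1.01 (adjusted p = 0.0032 from edgeR). It stayed between 1.18 and 1.43 when each library was left out in turn, with an adjusted p of 0.005 at most.
All 22 solute carrier genes labelled in Fig. 5a were higher in Bap1ΔLysM preOCs, with log2 fold changes from 0.39 for Slc12a5 to 2.53 for Slco5a1 and a median of 0.92. Of these, 16 passed the adjusted p over all genes tested in edgeR. When each library was left out in turn, Slc40a1 passed in 2 of the 11 fits. Slc9a7, Slc8a1 and Slc9a9 passed in 3 of them each, Slc6a4 in 7, and the rest of the 16 in all 11. Adjusted over the list alone 21 passed, which is not independent evidence because the study chose the genes on these libraries. Those that missed the adjusted p over all genes were Slc5a3, Slc46a3, Slc18a1, Slc25a42, Slc2a6 and Slc12a5. With the replicate number as a block 21 passed, all but Slc18a1, and under voomWithQualityWeights 21 passed, all but Slc12a5. Without Bap1ΔLysM library 2 the log2 fold change of Slc12a5 was -0.05. The genotypes did not overlap for 7 of the 22 genes. Within replicates 1 to 3 the median was 0.71, 0 genes passed and 11 had an unadjusted p under 0.05, and within replicates 4 to 6 the median was 0.88 and all 22 passed. Slco5a1 was at 1.61 ± 0.44 CPM (SD, n = 6) and 9.32 ± 4.46 CPM (SD, n = 5), with an adjusted p of 0.0023 from edgeR, and Slc6a12 at 16.1 ± 2.2 CPM (SD, n = 6) and 66.8 ± 33.7 CPM (SD, n = 5), with an adjusted p of 0.0046 from edgeR. Both overlapped between the genotypes because Bap1ΔLysM library 1 lay at the level of Bap1flox.

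**Figure D2:**
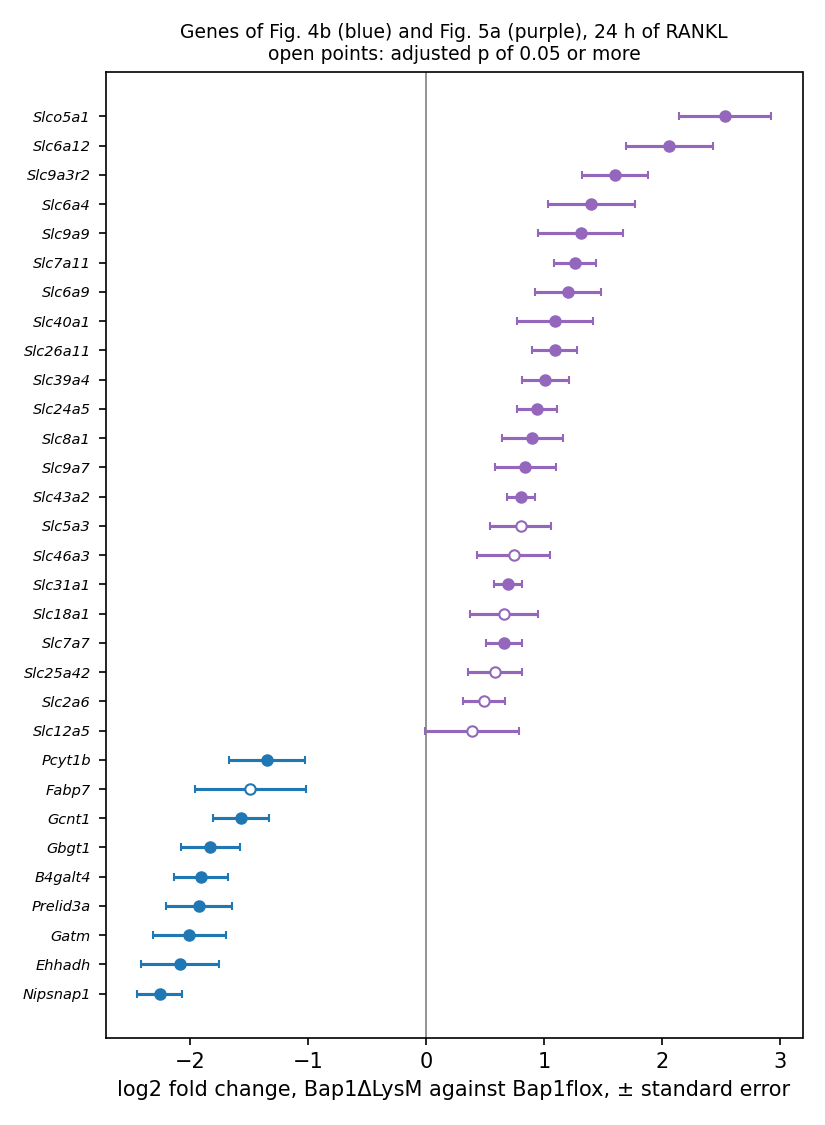
Log2 fold change of each gene labelled in Fig. 4b (blue) and Fig. 5a (purple) in Bap1ΔLysM against Bap1flox preOCs (x axis), one gene per line (y axis), with bars for the standard error. Filled points have an adjusted p under 0.05 in edgeR and open points do not. The Fig. 5a genes lie from 0.39 to 2.53 and the Fig. 4b genes from -2.26 to -1.35.

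Among all 210 genes of the solute carrier families tested, 21 were higher and 14 lower at a fold change of at least 1.5 and an adjusted p under 0.05. The higher ones made up 10% of the family, against 3.87% of all tested genes (two-sided Fisher's exact test, p = 6.6e-05). Of these 21 genes, 16 are labelled in Fig. 5a. This test is not independent evidence either, because the study singled out solute carriers on the same libraries. With upper-quartile scaling 20 were higher and 18 lower, and under voomWithQualityWeights 35 were higher and 38 lower.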

RNAseq analysis reveal upregulation of *Slc7a11* among other solute carrier proteins in *Bap1*^***∆****LysM*^ preOCs (Fig. 5a). SLC7A11 being an antiporter exchanges extracellular cystine, a major component of glutathione (GSH) biosynthesis, for intracellular glutamate^12^. It is also a direct target of BAP1 and regulates cellular GSH levels in renal cancer cells^12^. Importantly, qPCR analysis demonstrates increased *Slc7a11* mRNA expression in *Bap1*^***∆****LysM*^ in comparison to *Bap1*^*flox*^ preOCs (Fig. 5b). Additionally, its normalization by reintroduction of *BAP1*^*WT*^ but not *BAP1*^*C91A*^, suggests BAP1-mediated repression of *Slc7a11* expression requires BAP1’s DUB activity (Fig. 5c). To determine role of BAP1 in regulating *Slc7a11*, ChIP assay using BAP1 antibody was performed. Overexpressed *BAP1*^*WT*^ or *BAP1*^*C91A*^ binds directly to the *Slc7a11* promoter (Fig. 5d). In keeping with our hypothesis that BAP1 regulates *Slc7a11* expression epigenetically, H2AK119ub1 (H2AuB) antibody-based ChIP demonstrates increased H2Aub1 occupancy at various sites of the *Slc7a11* promoter in *Bap1* deficient preOCs (Fig. 5e and Supplementary Fig. 5a, b). Importantly, *BAP1*^*WT*^ but not *BAP1*^*C91A*^ decreases H2Aub1 occupancy of *Slc7a11* promoter (Fig. 5f). Thus, BAP1- repression of *Slc7a11* in osteoclasts requires BAP1’s DUB activity and H2Aub deubiquitination on the *Slc7a11* promoter.

**Fig. 5:**
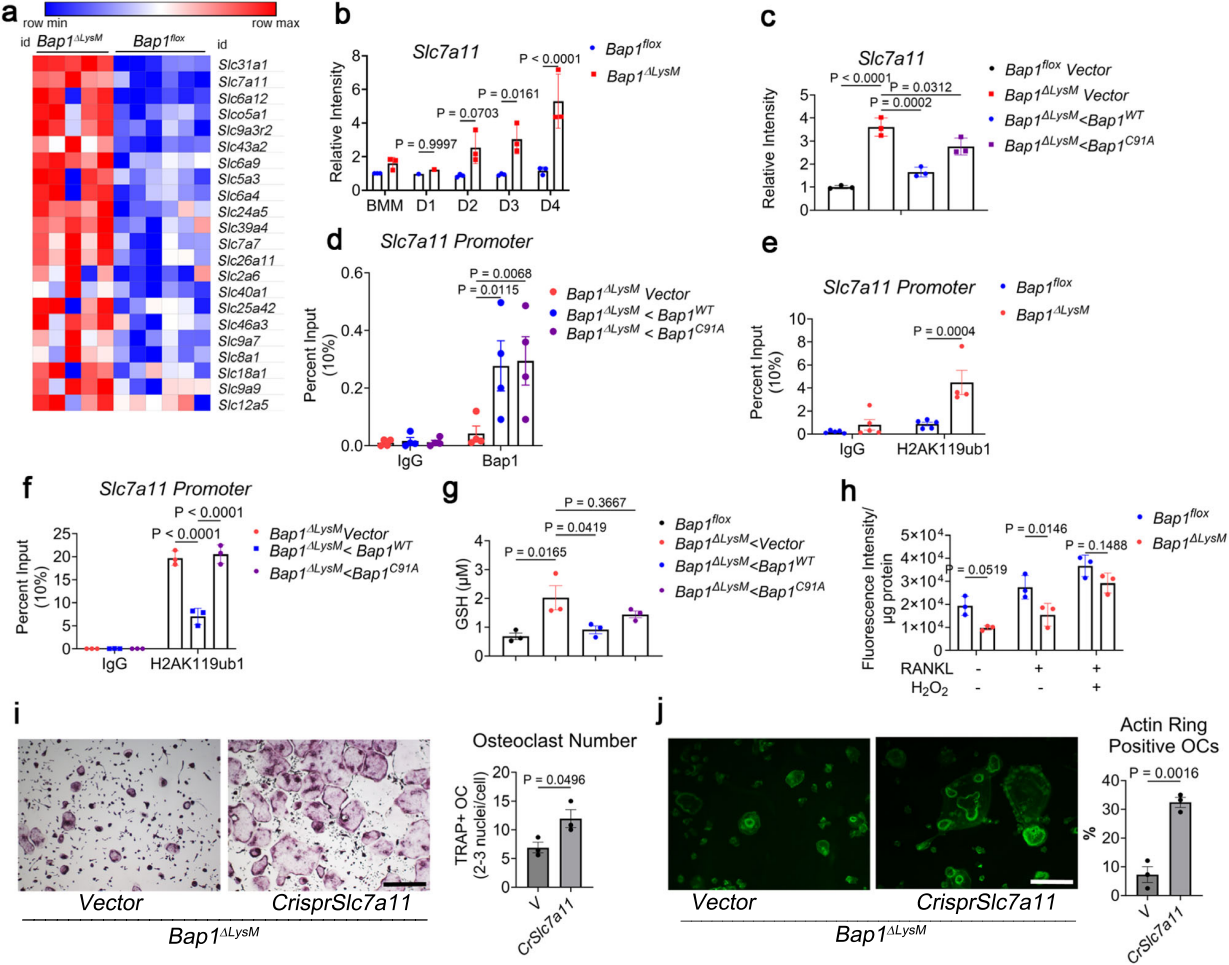
BAP1 regulates *Slc7a11* expression by reducing the H2Aub occupancy of its promoter. **a** Heatmap of solute carrier genes upregulated in preOCs based on log (fold change) > 1.5 with adjusted *P* < 0.001 as determined by Benjamini–Hochberg false-discovery rate; *n* = 6 (*Bap1*^*flox*^) and *n* = 5 (*Bap1*^*∆LysM*^) 20-week-old biologically independent samples. **b** qPCR analysis of *Slc7a11* mRNA in 16–20-week-old *Bap1*^*flox*^ *and Bap1*^*∆LysM*^ BMMs and osteoclasts at different stages of differentiation; *n* = 3 independent experiments. **c** *Bap1*^*∆LysM*^ BMMs, transduced with *BAP1*^*WT*^ or *BAP1*^*C91A*^ followed by treatment with M-CSF and RANKL (100 ng/mL) for 3 days. *Slc7a11* gene expression was determined by qPCR analysis; *n* = 3 independent experiments. **d** ChIP-qPCR quantifying BAP1 binding on *Slc7a11* promoter of *Bap1*^*∆LysM*^ preOCs transduced with either *BAP1*^*WT*^ or *Bap1*^*C91A*^ or *Vector*; *n* = 4 independent experiments. **e** ChIP-qPCR of H2Aub binding on the *Slc7a11* promoter in *Bap1*^*∆LysM*^ in comparison to the *Bap1*^*flox*^ preOCs *n* = 4 independent experiments. **f** ChIP-qPCR of H2Aub binding on the *Slc7a11* promoter in *Bap1*^*∆LysM*^ transduced with *Bap1*^*WT*^ or *Bap1*^*C91A*^ constructs; *n* = 3 independent experiments. **g** Representative graph of GSH abundance in *Bap1*^*∆LysM*^ preOCs transduced with *Vector*, *BAP1*^*wt*^, or *BAP1*^*C91A*^. *Bap1*^*flox*^ serves as control; *n* = 3 independent experiments. **h** ROS levels in *Bap1*^*flox*^ and *Bap1*^*ΔLysM*^ BMMs and OCs. Cells treated with H_2_O_2_ were used as a positive control. *n* = 3 independent experiments. **i**, **j** *Slc7a11* was knockdown using CRISPR in *Bap1*^*∆LysM*^ macrophages followed by exposure to MCSF and RANKL (100 ng/ml); *n* = 3 independent experiments. **i** Cells were stained for TRAP activity. Scale bar represents 500 µm, or **j** cultured on bone slices and stained with Alexa Flour-488-Phalloidin (green color) to visualize actin rings and quantified per well (right panel). The scale bar represents 100 µm. Data are represented as mean ± SEM. *P* values shown are by two-way ANOVA with Sidak’s multiple comparison testing (**b**, **d**–**f**, **h**) or one-way ANOVA with Tukey’s multiple comparison testing (**c**, **g**) two-sided Student**’**s *t-*test (**i**, **j**). Source data are provided as a Source Data file.

To confirm if BAP1 regulates GSH biosynthesis by regulating the cystine transporter, we measured GSH in *Bap*^*flox*^ and *Bap1*^***∆****LysM*^ osteoclasts. GSH is, in fact, enhanced in *Bap1*^***∆****LysM*^ osteoclasts relative to their non-depleted counterpart (Fig. 5g). Furthermore, the increased GSH is diminished by the reintroduction of *BAP1*^*WT*^ but not mutant in *Bap1* deficient osteoclasts underscoring that regulation of GSH, in these cells, is mediated by BAP1 (Fig. 5g). Since GSH is the key cellular antioxidant, we assessed its effect on cellular redox level, especially because reactive oxygen species (ROS) are important for bone resorption^14–18^. We measured ROS in BMMs and preOCs and, consistent with impaired resorptive capacity, found it significantly reduced in *Bap1* deficiency (Fig. 5h).

To understand the influence of SLC7A11 on osteoclast in the absence of *Bap1*, we deleted the transporter by Crispr in *Bap1*^***∆****LysM*^ cells (Supplementary Fig. 5c). *Slc7a11* elimination substantially normalizes the crenated appearance of *Bap1*-deficient osteoclasts (Fig. 5i) and actin ring formation (Fig. 5j).

### BAP1 regulates mitochondrial respiration in osteoclasts

ROS and mitochondrial metabolism have a bi-directional relationship, where ROS affects cellular metabolism and, reciprocally, mitochondrial respiration can impact ROS^19^; we thus investigated the effect of BAP1 on metabolism. As a first indicator of metabolic changes, we checked the mitochondrial copy number. Similar to ROS reduction, *mt-coII* is also significantly reduced in *Bap1*^***∆****LysM*^ preOCs (Fig. 6a). Additionally, expression of mitochondrial function genes and *Pgc1β*, which promotes mitochondrial biogenesis, is diminished in differentiated *Bap1*^***∆****LysM*^ preOCs relative to their floxed counterparts (Fig. 6b, c). To ascertain if cellular respiration is also disrupted in Bap1 deficient osteoclasts, we used Seahorse XF Analyzer to measure oxygen consumption rate (OCR) in osteoclast precursors. First, we titrated the concentration of the ATP synthase inhibitor, oligomycin (OA), and uncoupler, FCCP. Studies have indicated that accurate measurement of maximal respiratory capacity critically depends on the concentration of uncoupler, FCCP^20,21^. Moreover, excessive OA can also potentially cause energy failure to such an extent that it can impact subsequent respiration levels, Therefore, we assessed the optimal [FCCP] to [OA] that induces maximum respiration in osteoclasts. FCCP was sequentially added as indicated in Supplementary Fig. 6a. We conducted this experiment in the presence or absence of OA. We find 2 μM FCCP stimulates maximal respiration effectively without disrupting transport processes facilitated by Δψm (Supplementary Fig. 6a (black line). Importantly, when OCR was repeated in the presence of OA (blue line), no significant reduction in the respiratory capacity of osteoclast precursors was noted, suggesting that 1.5 μM OA dose does not negatively impact maximum respiratory capacity (Supplementary Fig. 6a, bottom panel). These inhibitor doses were used in subsequent OCR analyses of *Bap1*^*flox*^ and *Bap1*^*ΔLysM*^ osteoclast precursors. In line with our previous observations, *Bap1*^***∆****LysM*^ osteoclast precursors also exhibit decreased OCR (Fig. 6d). All parameters of OCR, namely, Basal respiration, ATP-coupled respiration and maximal respiration are impaired in osteoclasts lacking *Bap1*(Supplementary Fig. 6b). Extracellular acidification rate (ECAR) is reduced in the *Bap1*^*ΔLysM*^ preOCs (Supplementary Fig. 6c). Consistent with decreased cellular respiration, ATP production in the KO group is diminished (Fig. 6e). Importantly, *Bap1*^***∆****LysM*^ preOCs regain their respiratory capacity with reintroduction of *BAP1*^*WT*^ but not *BAP1*^*C91A*^ indicating mitochondrial respiration is regulated by BAP1 activity (Fig. 6f).

**Fig. 6:**
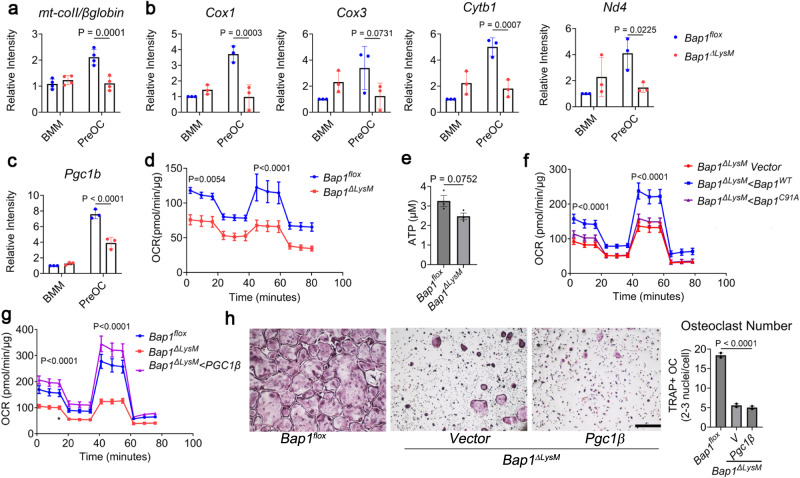
BAP1 regulates mitochondrial respiration in osteoclasts. *Bap1*^*flox*^ and *Bap1*^*∆LysM*^ BMMs derived from 16- to 20-week-old male mice were cultured with M-CSF ± RANKL for 5 days. **a** Relative abundance of mitochondria determined by qPCR of mt-Co2 DNA normalized to β-globin; *n* = 4 independent experiments. **b** Abundance of mitochondrial biogenesis marker mRNA determined by qPCR in macrophages (BMM) and preOCs; *n* = 3 independent experiments. **c** qPCR analysis of *Pgc1β* mRNA in *Bap1*^*flox*^ *and Bap1*^*∆LysM*^ BMMs and preOCs *n* = 3 independent experiments. **d** *Bap1*^*flox*^ *and Bap1*^*∆LysM*^ BMMs were cultured with M-CSF and RANKL for 3 days. Oxygen consumption rate (OCR) was analyzed by XF Cell Mito Stress Assay; *n* = 4 independent experiments. **e** Intracellular ATP abundance in preOCs derived from either genotype; *n* = 3 independent experiments. **f** Representative graph of OCR of *Bap1*^*∆LysM*^ BMMs, transduced with human *Bap1*^*WT*^; *Bap1*^*C91A*^ or *Vector (V)* exposed to M-CSF and RANKL (100 ng/mL) for 3 days; error bars represent variation among technical replicates; *n* = 3 independent experiments. **g** Representative graph of OCR of *Bap1*^*∆LysM*^ preOCs transduced with either vector or *HA-Pgc1β*. *Bap1*^*flox*^ serves as control. Error bar represents technical replicates; *n* = 2 independent experiments. **h** *Bap1*^*∆LysM*^ BMMs, transduced with *HA-Pgc1β* and exposed to M-CSF and RANKL (100 ng/mL) for 5 days, were stained for TRAP activity. The scale bar represents 500 µm; *n* = 2 independent experiments. Data represented as mean ± SEM; *P* values are shown by two-way ANOVA with Sidak’s multiple comparison testing (**a**–**d**, **f**–**h**) or two-sided student’s *t*-test (**e**). For **f**, *P* denotes *Bap*^*∆LysM*^ vector vs. *Bap*^*∆LysM*^ <*Bap1*^*wt*^. For **g,** *P* denotes *Bap*^*∆LysM*^ vs. *Bap*^*∆LysM*^ <*Pgc1β*.

To determine whether the increasing mitochondrial number is sufficient to rescue *Bap1*^*ΔLysM*^ osteoclast respiration and function, we overexpressed *Pgc1β*, which promotes mitochondrial biogenesis, cytoskeletal organization, and bone degradative capcity^3^. *HA-Pgc1β* completely reestablishes mitochondrial biogenesis marker genes in *Bap1*^***∆****LysM*^ osteoclasts (Supplementary Fig. 6d, e) and normalizes respiratory capacity (Fig. 6g). Despite its mitochondrial normalizing capacity, *Pgc1β* reintroduction fails to rescue the cell’s crenated appearance (Fig. 6h). Thus, while *Bap1* deficiency suppresses osteoclast mitochondrial function, mitochondrial restoration alone, is insufficient to prevent the induced cytoskeletal defects.

### BAP1 regulates metabolic reprogramming in osteoclasts

To gain insight into the relationship between decreased ROS, mitochondrial respiration, and osteoclast function, we performed LC/MS-based metabolomics. As shown in the schematic GSH biosynthesis is connected to the tricarboxylic acid (TCA) cycle via glutamate metabolism (Fig. 7a). Interestingly, glycolytic intermediates are elevated in *Bap1*^***∆****LysM*^ osteoclasts compared to controls (Supplementary Fig. 7a and Supplementary Data 1), while glycolysis genes are decreased in this group, suggesting glycolytic activity is downregulated (Supplementary Fig. 7b). Furthermore, while the TCA intermediate, aconitate accumulates in the cell, succinate and malate are decreased indicating inhibited respiration mirroring that of OCR (Supplementary Fig. 7a and Supplementary Data 1). Interestingly, aspartate and glutamate increased in *Bap1*^***∆****LysM*^ osteoclasts, while αKG did not change (Fig. 7b and Supplementary Data 1). It is likely that glutamate is utilized to generate GSH given the genes required to generate GSH namely glutamate cysteine ligase (*Gclc*) and glutathione synthetase (*Gss*) are upregulated in *Bap1*deficient osteoclasts (Fig. 7c). Moreover, glutathione S-transferase (GST) family genes that are necessary for conjugation of reduced glutathione (GSH) with various substrates are upregulated in these cells (Supplementary Fig. 7c). Thus, the data indicates that absence of BAP1 shifts glutamine toward glutathione synthesis and away from the TCA cycle.

**Fig. 7:**
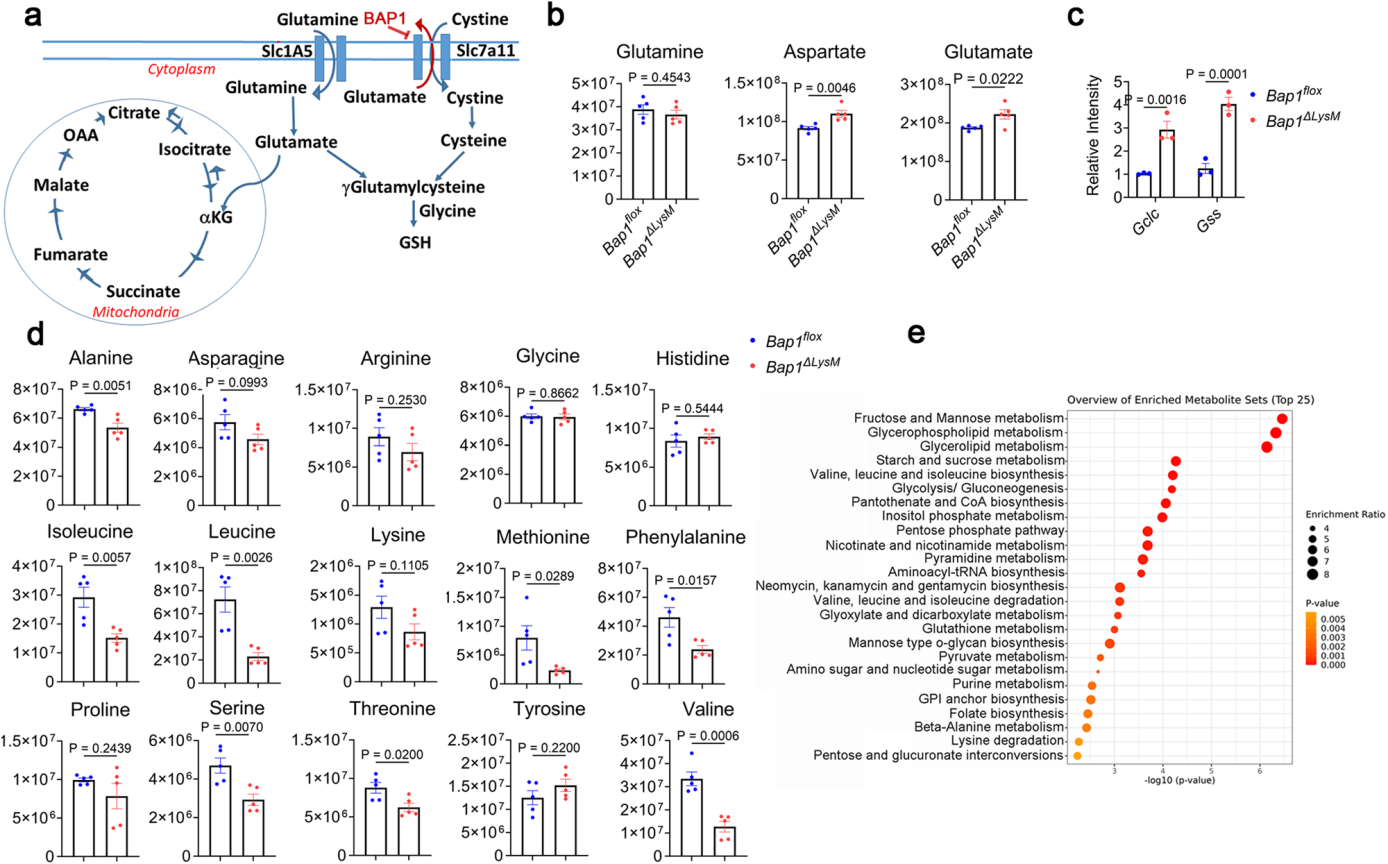
BAP1 regulates metabolic reprogramming in osteoclasts. **a** Schematic demonstrating the relationship between the TCA cycle, glutamine, and GSH synthesis. **b** Relative abundance of glutamine, aspartate, and glutamate in the cell determined by LC–MS analysis; *n* = 5 biologically independent samples from 20-week-old male mice. **c** Abundance of glutathione synthesis genes, *Gclc* and *Gss*, as determined by qPCR in preOCs; *n* = 3 biologically independent samples. **d** Relative abundance of amino acids in the cell by genotype; *n* = 5 biologically independent samples. **e** Pathway analysis using MetaboAnalyst for highly enriched metabolic pathways. Data represents mean ± SEM. *P* values are shown by two-way ANOVA with Sidak’s multiple comparison test (**c**) or two-sided student’s *t-*test (**b**, **d**). A global test was conducted for (**e**) to test the association between metabolites and outcome.

Since TCA intermediates are also required for amino acid synthesis, we determined their relative abundance in the presence and absence of *Bap1*. Similar to RNAseq analysis, wherein amino acid metabolism is an enriched downregulated pathway, metabolomics reveals most amino acids, particularly BCAA, essential for osteoclast survival and function, are decreased (Fig. 7d) with a concomitant decline in protein synthesis (Supplementary Fig. 7d). In line with amino acid biosynthesis pathways, fructose and mannose metabolism pathways are significantly enriched (Fig. 7e). These data and RNAseq analysis suggest cellular metabolic reprogramming occurs with loss of *Bap1* which increases ROS and alters many aspects of cellular metabolism.

### Osteoclast function is restored by resupplementing TCA cycle metabolite

It is likely that the paucity of SLC7A11in WT osteoclasts maintain intracellular glutamate levels and promote its metabolism within the TCA cycle^22^. In contrast, the abundance of SLC7A11 in *Bap1*^***∆****LysM*^ osteoclasts either promotes glutamate utilization to generate GSH or is exported from the cell through the antiporter in exchange for cysteine^22^. Therefore, we asked if conversion of glutamate to α-ketoglutarate is sufficient to fuel the TCA cycle; and increase ROS, both important to maintain osteoclast function^23,24^. Supplementation with dimethyl α-ketoglutarate (dm-αKG), a cell-permeable form of α-ketoglutarate, increases mitochondrial respiration in *Bap1*^*flox*^ osteoclasts. Importantly, in *Bap1*^***∆****LysM*^ cells, dm-αKG normalizes the respiratory defect bringing OCR levels to those of vehicle-treated *Bap1*^*flox*^ cells (Fig. 8a). In addition, dm-αKG partially reverses *Bap1*^***∆****LysM*^ osteoclast’s crenated appearance, induces actin ring formation (Fig. 8b, c) and promotes resorption (Fig. 8d). Thus, our data describes a role for BAP1 in reprogramming metabolic events necessary for osteoclast function.

**Fig. 8:**
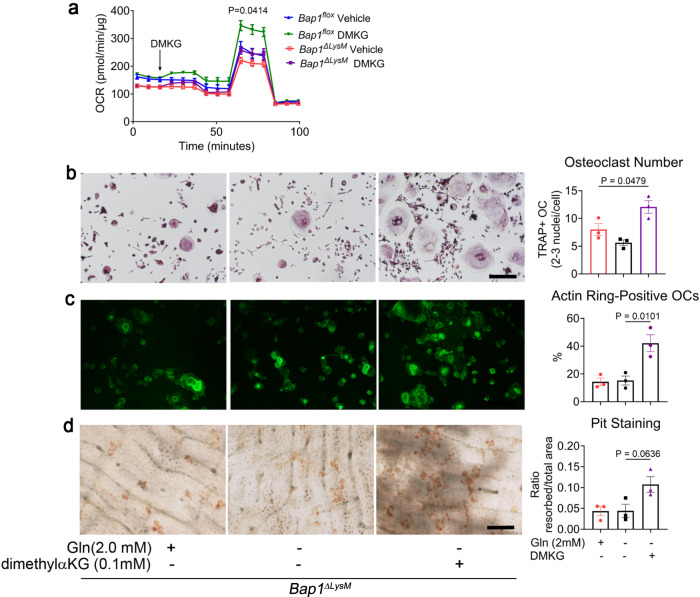
Osteoclast function is restored by resupplementing TCA cycle metabolite. **a** Representative OCR of *Bap1*^*flox*^ or *Bap1*^*∆LysM*^ preosteoclast treated acutely with vehicle or membrane-permeable α-KG analog (labeled as DMKG), followed by complex inhibitors. Error bars represent technical replicates; *n* = 2 biologically independent experiments from 16-week-old male mice. **b**–**d** *Bap1*^*∆LysM*^ osteoclast were cultured in either glutamine sufficient (Gln) or deficient (-Gln) αMEM medium in the presence of M-CSF RANKL (100 ng/ml) and DMKG; *n* = 3 independent experiments. **b** After 5 days, cells were stained for TRAP activity (scale bar represents 500 µm), **c** or cells were cultured on bone slices and stained with Alexa flour 488-Phalloidin to visualize and quantify actin rings (green color; scale bar represents 100 µm). **d** Following the removal of osteoclasts, resorption pits were visualized by wheat germ agglutinin-lectin and quantified (scale bar represents 100 µm). Data are represented as mean ± SEM; *P* values are shown by one-way ANOVA with Tukey’s multiple comparison testing (**a**–**d**). For Fig. **a**, *P* denotes the comparison between the *Bap1*^*∆LysM*^ vehicle vs. *Bap1*^*∆LysM*^ DMKG.

## Discussion

A range of essential molecules, from surface receptors such as RANK to co-stimulatory and transcription factors, are required for osteoclast function^10,25,26^. Many such transcription factors are controlled by epigenetic mechanisms such as histone modifications^1,27–29^. Although studies have associated epigenetic changes with osteoclast-specific transcription, their contributions to osteoclast function are incompletely understood. Here, we demonstrate that an epigenetic factor, BAP1, plays a crucial role in maintaining osteoclast function by reprogramming metabolic pathways. Its preferential effect on osteoclast activity over differentiation may be therapeutically relevant.

BAP1 is a component of a multiprotein complex that regulates cellular transcription by deubiquitinating histone, H2AK119ub1. While *Bap1* deletion in myeloid lineage cells does not change the expression of osteoclast differentiation markers, it alters the cell’s morphology producing a crenated appearance characteristic of cytoskeletal derangement^30^. Although *Bap1*^***∆****LysM*^ BMMs cultured on bone in the presence of RANKL and M-CSF become TRAP+, they do not form actin rings, establishing cytoskeletal disorganization. As a result of osteoclast dysfunction, mice bearing myeloid *Bap1* deletion develop high bone mass with reduced serum CTX. BAP1’s effect on osteoclast function is further confirmed by the fact that its elimination utilizing Cathepsin K cre, which despite targeting other tissues, is exclusively expressed in mature resorptive cells in the osteoclast lineage. Unexpectedly, we did not find differences in canonical signaling involving c-Src, Syk, and RAC that are required for the cytoskeletal organization even though the absence of any component of this pathway results in osteoclasts with contracted (“crenated”) appearance that fail to form actin rings or ruffled borders. Instead, our study revealed an epigenetic mechanism that links metabolic reprogramming to osteoclast function.

Bone resorption requires large ATP consumption that is supported by increased mitochondrial biogenesis^31^. However, the relationship between mitochondrial activity and osteoclast function is not linear. Nuclear-encoded protein NADH: ubiquinone oxidoreductase iron–sulfur protein 4 (NDUFS4) deficiency reduces bone resorption by suppressing mitochondrial complex I activity. Alternatively, disruption of the mitochondrial transcription factor A (*Tfam*) gene increases degradation^32,33^. Thus, the relationship between bone resorption and mitochondrial function is context-dependent, and the two processes may or may not be coupled despite pathway crossover.

In our study, a decline in mitochondrial function impedes resorption by *Bap1*-deficient osteoclasts. This phenomenon is reversed by restoring BAP1 deubiquitinase activity. Interestingly, restoration of mitochondrial function by overexpressing *Pgc1β* does not normalize cytoskeleton organization *Bap1* deficient cells. *Pgc1β*-induced oxidative phosphorylation also fails to restore the resorptive function of *Relb*^*−/−*^ or *Asxl2*^*−/−*^ osteoclasts, indicating essential contributions by other pathways, which likely include amino acid metabolism, glutaminolysis, fatty acid synthesis, and fatty acid oxidation^4,23,34^. Consistent with this hypothesis, RNAseq analysis of Bap1 deficient osteoclasts reveals the downregulation of genes involved in glucose and amino acid metabolism. 

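The 20 genes of the glycolytic pathway were tested as a list in preOCs, in which 7 were higher and 13 lower in Bap1ΔLysM, with a median log2 fold change of -0.04 (adjusted p = 0.5 from limma's camera). The median was -0.05 within replicates 1 to 3 and -0.08 within replicates 4 to 6. Of these genes, 2 passed the adjusted p in edgeR, over all genes tested and adjusted over the list alone alike. Pfkm was lower, with a log2 fold change of -0.54 (adjusted p = 0.0038 from edgeR), and Eno3 was higher, with a log2 fold change of 1.66 (adjusted p = 0.0023 from edgeR). At a fold change of at least 1.5, 0 genes were lower at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05. Under voomWithQualityWeights 8 glycolysis genes were lower and 3 higher at an adjusted p under 0.05, and their median was -0.12. In the Reactome list for glycolysis, 8 of 26 tested genes were higher and the median was -0.07 (adjusted p = 0.78 from limma's camera).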

Components of all these pathways, particularly lipids, such as phosphoinositides, regulate osteoclast morphology and act as second messengers and docking sites for multiple effectors^35–38^.

Our data also highlight a unique role for the amino acid transporter, SLC7A11, in regulating osteoclast function. We find that, unlike WT counterparts, *Bap1*^***∆****LysM*^ osteoclasts express abundant *Slc7a11*. Notably, ChIP qPCR data using BAP1 antibody indicates BAP1 binding to the *Slc7a11* promoter. Mutant constructs and H2AK119ub1 ChIP qPCRs also confirm epigenetic regulation of *Slc7a11* expression by BAP1. While individual ChIPs alone cannot preclude additional indirect mechanisms that may be involved in this gene regulation, our observation corroborates with other studies highlighting the complex role of BAP1 as an activator or repressor depending on the epigenetic landscape^12,39^. The paradoxical finding of how repressive H2AK119ub1 histone modification results in increased gene expression is intriguing and will require a detailed analysis of H2AK119ub1 in relation to other histone methylation marks.

Additionally, in order to fully interpret the effects of the *Bap1* complex on transcription in osteoclasts, it will be equally important to gain insight into how BAP1 interacts with other complex proteins such as ASXL1 and 2. While the unavailability of commercial antibodies against mouse ASXL1 or ASXL2 proteins limited our exploration in this regard, ChIPseq data from human cell lines shed light on their regulation of developmental and metabolic genes by these complex proteins^40–44^. Our data that BAP1 plays a role in regulating several metabolic pathways in osteoclasts also supports this concept.

Repression of *Slc7a11*, the cystine/glutamate xCT amino acid antiporter that antagonizes glutamate metabolism in osteoclasts, is one mechanism by which BAP1 regulates such pathways^12^. Since imported cystine is a necessary precursor of the antioxidant glutathione, an increase in the antiporter activity increases glutathione while decreasing intracellular ROS levels. This observation was consistent with a previous study by Hinoi et al. (2007), who also demonstrated the role of *Slc7a11* in regulating cellular ROS^45^. Exogenous^46,47^ or endogenous ROS^48,49^ stimulate the resorptive activity of osteoclasts. We find *Bap1* deletion-mediated decrease in osteoclast function reflects increased glutathione and, consequently, decreased ROS by SLC7A11. These data are consistent with previous reports wherein supplementation with *N*-acetylcysteine (NAC), a glutathione precursor, inhibits RANKL-induced osteoclastogenesis^16^. Importantly, inhibition of osteoclast function is prevented in *Bap1* deficient osteoclasts by knocking down *Slc7a11*. In addition to increasing cystine, SLC7A11 regulates the nutrient requirements of cultured cells by redirecting intracellular glutamate away from the TCA cycle^22^. Bypassing glutamate and supplementing osteoclasts with the glutamate metabolite α-ketoglutarate in *Bap1*^*∆LysM*^ osteoclasts partially normalizes their functional defects.

RNAseq and LC-MS highlight the enrichment of the BCAA pathway in *Bap1*^*ΔLysM*^ osteoclasts. 

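The Reactome list for branched-chain amino acid catabolism, which is shorter than the list written by hand and leaves out Aox1, Ehhadh and every aldehyde dehydrogenase of it but Aldh6a1, had 17 genes tested in preOCs. Of these, 3 were higher in Bap1ΔLysM, and the median log2 fold change was -0.23. Limma's camera gave an adjusted p of 0.015 over the Reactome lists tested and fry gave 0.02, while camera with a correlation estimated from the libraries gave 0.53. In BMMs without RANKL, the list written by hand had a median log2 fold change of -0.13, with 10 of 44 genes higher in Bap1ΔLysM (adjusted p = 0.02 from limma's camera).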

Since previous studies have suggested a role of BCAA, particularly valine, in osteoclast maturation, other transcriptional and non-transcriptional Bap1 targets may also contribute to BAP1-mediated osteoclast function^13,50,51^. Stable isotope tracing studies may provide clarity on the role of metabolic reprogramming on osteoclast maturation and function.

Our data identify an epigenetic mechanism that links metabolic reprogramming to osteoclast function. This BAP1-initiated pathway includes regulation of mitochondrial metabolism and repressing *Slc7a11* expression. Because altered BAP1 and SLC7A11 each modulate osteoclast function, they present potential therapeutic targets for anti-resorptive drugs that do not diminish bone formation.

## Methods

### Reagents

Recombinant murine M-CSF was obtained from R&D Systems (Minneapolis, MN). Glutathione S-transferase (GST)-RANKL was expressed in our laboratory as described^52^. The source of reagents is as follows: Mito Stress Kit, 2-deoxyglucose, glucose, glutamine, and Seahorse assay medium was purchased from Agilent Technologies.

### Mice

All animals were housed in the animal care unit of Washington University School of Medicine, where they were maintained at 22 °C in a 12-h light–dark cycle according to guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care. All mice used for experiments were healthy and had free access to water and food (Lab Diet, Rodent Diet 20 #5053). All mice were from in-house mating. Animal work was performed according to the policies of the Animal Studies Committee (ASC) at Washington University School of Medicine in St. Louis. Mice were analyzed under approved protocols (Protocol No. #23-0120) and were provided appropriate care while undergoing research which complies with the standards in the Guide for the Use and Care of Laboratory Animals and the Animal Welfare Act. For euthanasia, a CO_2_ gas chamber was used with the Smartbox setup with a flow meter calculated to deliver the appropriate flow rate (9 L/min). Both male and female mice were included in the study.

To generate *Bap1*^*∆LysM*^ or *Bap1*^∆CatK^ mice, *Bap1*^*flox/flox*^ mice (kindly provided by Prof. Anwesha Dey, Genentech Inc.) were mated with *LysM-Cre* or *CatK-Cre *mice to generate *Bap1*^*flox/wt*^*;LysM cre*^*+/*−^ or *Bap1*^*flox/wt*^;CatK^cre+/−^*mice respectively*. These mice were bred to obtain desired *Bap1*^*flox/flox*^ *LysMCre*^*+/−*^ (*Bap1*^*∆LysM*^) or *Bap1*^*flox/flox*^ *CatK*Cre^+/−^ (*Bap1*^*∆CatK*^) mice. *Bap1*^*fl/fl*^ littermate without Cre mice served as control.

### Macrophage isolation and osteoclast culture

All in vitro experiments were performed at least 3 times. Primary BMMs were prepared as described^52^ with slight modifications. Marrow was extracted from femora and tibiae of mice with α minimum essential medium (α-MEM) and cultured in α-MEM containing 10% inactivated fetal bovine serum, 100 IU/mL penicillin, and 100 μg/mL streptomycin (α-10 medium) with 1:10 of mMCSF producing cell line, CMG 14-12 condition media on petri-plastic dishes. Cells were incubated at 37 °C in 5% CO_2_ for 3 days and then washed with phosphate-buffered saline (PBS) and lifted with 1× trypsin/EDTA in PBS. A total of 1.2 × 10^4^ BMMs were cultured in 500 μL α-MEM containing 10% heat-inactivated fetal bovine serum with glutathione-S transferase–RANKL and 30 ng/mL of mouse recombinant macrophage colony-stimulating factor (M-CSF) in 48-well tissue culture plates, some containing sterile bovine bone slices. Cells were fixed and stained for tartrate-resistant acid phosphatase (TRAP) activity after 5 days in culture, using a commercial kit (Sigma 387-A; Sigma-Aldrich, St. Louis, MO). The images were captured using a Nikon Eclipse E400 (Melville, NY) upright microscope.

### Site-directed mutagenesis

Flag-HA-BAP1 was a gift from Wade Harper (Addgene plasmid # 22539; RRID:Addgene_22539)^53^. Mutant pDest-Flag-BAP1C91A constructs were generated by PCR mutagenesis using QuikChange II XL Site-Directed Mutagenesis Kit (Agilent) for amino acid substitutions according to the manufacturer’s instructions. All constructs were confirmed by DNA sequencing.

### Plasmids and retroviral transduction

Constructs expressing wild-type *Bap1(Bap1*^*WT*^*)* or mutant *Bap1(Bap1*^*C91A*^), *integrin β3* (generated in our laboratory^10^ *and HA-Pgc1β* (Kind gift from Deborah Veis, Washington University) in pMX retroviral vector were transfected into the Platinum E cells (PlatE) (Cell Biolabs, Cat No. RV101). The medium was changed on the next day, and the supernatant was then harvested, filtered, and infected the Day 2 BMMs in the presence of 1:10 CMG and 4 μg/ml polybrene (Sigma). Twenty-four hours later, the cells were selected with 1 μg/ml blastocidin for *integrin β3* and *Pgc1β* or 2 μg/ml puromycin for *Bap1*^*WT*^ or mutant *Bap1(Bap1*^*C91A*^*)* for at least 3 days before using as osteoclast precursors.

### Lentivirus infection

293-T cells (ATCC, Cat No. CRL3216) were transfected with either control or *crisprSlc7a11* (Millipore Sigma; MMPD0000046431) cloned in the vector (LV17) U6-gRNA:EF1a-Puro-2a-BFP together with a packaging plasmid (psPAX2 was a gift from Didier Trono (Addgene plasmid # 12260; RRID:Addgene_12260) and the envelope (pMD2.G was a gift from Didier Trono (Addgene plasmid # 12259; RRID:Addgene_12259) plasmid. After 48 h, a medium containing lentiviruses was collected and filtered. Macrophages obtained from 8- to 12-week-old male mice were infected with the virus for 24 h in the presence of 1:10 CMG and 10 µg/mL protamine (Sigma-Aldrich). Cells were selected in the presence of CMG and 1 μg/mL puromycin (Calbiochem) for 3 days before use as osteoclast precursors.

### TRAP staining assay

Cells were fixed and stained for TRAP activity after 5 days in culture, using a commercial kit (Sigma 387-A, St. Louis, MO).

### Actin ring formation assay

After 6 days of osteoclastic induction on bone slices, the osteoclasts were fixed and stained with Phalloidin (Alexa Fluor®488 Phalloidin, Cat No.8878, Thermo Scientific; dilution 1:60) at room temperature for 1 hour to visualize actin rings. ImageJ (https://imagej.nih.gov/ij/) was used to count the number of actin rings.

### Pit formation assay

After 6 days of culture, bone slices were incubated in 0.5 N NaOH for 30 s, and cells were scraped off using a cotton swab. Bone slices were then incubated with 20 μg/mL peroxidase-conjugated wheat germ agglutinin (Sigma) in PBS for 30 min, washed with PBS three times, and exposed to 3,3′-Diaminobenzidine tablets (Sigma; D4168) for 15 min before washing. ImageJ (https://imagej.nih.gov/ij/) was used to quantify the pit area.

### GTP-Rac1 detection assay

The GTP-Rac1 was detected using Active Rac1 Pull-Down and Detection Kit (Thermo Fisher Scientific, Cat No.16118). Briefly, day 3 pre-osteoclasts were starved for 3 h in α-MEM medium containing 2% FBS, lifted with 0.01% EDTA. Then the cells were seeded on the vitronectin-coated petri dish or left in 50 ml conical tubes in suspension at 37 °C for 30 min. Cells were lysed with Lysis/Binding/Wash Buffer. After quantification of the protein concentration, 500 μg cell lysates together with 20 μg GST-human Pak1-PBD were added to the pretreated glutathione resin for incubation at 4 °C for 1 h. The resin was washed 3 times, and protein was eluted using a 2× reducing sample buffer for western blotting.

### Histology and histomorphometry

The tibiae and femur of 20-week-old male mice were fixed with 10% neutral buffered formalin, followed by decalcification in 14% EDTA for 10 days, paraffin embedding, and TRAP staining. Images were collected using the NanoZoomer slide scanner Alafi Neuroimaging Laboratory. We analyzed one slide per mouse. To quantitate the TRAP-positive cells and determine how much of their surface area covered the bone (i.e., OcS/BS), we used the BioQuant Osteo2021 software (BioQuant Image Analysis Corporation, Nashville, TN). We carried out these measurements by defining a region of interest (ROI) for total tissue volume (TV; 1.5 mm below the growth plate and kept the same for all femurs analyzed) and bone volume (BV). We then chose a diagonal line type tool to define the bone surface (BS) and osteoclast surface (Oc.S). TRAP-positive osteoclasts were measured using the number tool on BioQuant Osteo2021 (BioQuant Image Analysis Corporation, Nashville, TN). Primary Indices were calculated from these: BV/TV, OcN/BS, OcS/BS. All measurements were done in a blinded fashion.

### Micro-computed tomography (μCT)

Micro-computed tomography (μCT) was done on the femurs of 20-week-old male and female mice or 1-year-old male mice. Bones were fixed in 10% neutral buffered formalin and then embedded in 2% agarose gel. The trabecular volume of the distal femoral metaphysis was measured using a Scanco μCT40 scanner (Scanco Medical AG, Bassersdorf, Switzerland), calibrated using a hydroxyapatite phantom. A threshold of 250 was used for evaluation for all male scans, and a threshold of 212 was used for evaluation for all female scans. Fifty slices were analyzed, starting with the first slice in which condyles and primary spongiosa were no longer visible. Trabecular bone was contoured to exclude the cortical bone, allowing cancellous bone volume/tissue volume (BV/TV) and BMD to be determined. vBMD was measured as mean values of everything within the volume of interest (mixture of bone and background). Since the scan was calibrated for bone, the mean value was represented in units of Hydroxyapatite density [mg HA/ccm].

### Serum CTX measurements

Serum CTX levels were measured by ELISA (Biomedical Technologies Inc.) according to the manufacturer’s protocol.

### Calcein double labeling

Two-month-old *Bap1*^*flox*^ or *Bap1*^*ΔLysM*^ male littermates were injected intraperitoneally with calcein (Sigma) (7.5 mg/kg of body weight) on days 6 and 2 before sacrifice. Non-decalcified histological sections of the femur were analyzed using BioQuant Osteo2021 (BioQuant Image Analysis Corporation, Nashville, TN).

### Oxygen consumption and ECAR analysis

OCR and ECAR were measured using a Seahorse XFe96 Extracellular Flux Analyzer. Agilent Seahorse XF Cell Mito Stress Test Kit (Cat No. 103015-100) was used for the assays. Briefly, BMMs were seeded in a Seahorse 96-well cell culture microplate at a density of 6 × 10^4^ cells/well. The cells were osteoclast-induced with 100 ng/ml GST-RANKL and 30 ng/ml M-CSF for 3 days. On the day of the assay, culture media was changed to unbuffered XF DMEM (pH7.4) (Agilent Technologies, Cat No 103575-100) supplemented with 10 mM glucose, 200 ng/ml GST-RANKL and 100 ng/ml M-CSF, 1 mM pyruvate and 2 mM glutamine. The cells were equilibrated for 1 h at 37 °C in a CO_2_-free incubator. The OCR measurement cycle consisted of 1.5-min mixing and a 5-min measurement of the oxygen level. Testing of mitochondrial function was initiated by three baseline OCR measurement cycles. These were followed by the sequential injection of oligomycin (1 μM final concentration), Trifluoromethoxy carbonyl cyanide phenylhydrazone (FCCP) (2 μM), and a mixture of rotenone (1 μM) and antimycin A (1 μM) with one OCR measurement cycle in between each injection and two final measurement cycles. For the FCCP dose titration, a mito stress test was conducted as described above, but with the sequential addition of increasing FCCP dose (0.5 μM followed by 1.5 μM) in the presence or absence of OA injection. OCR was normalized to μg protein and calculated by the Seahorse XFe96 software, Wave 2.6.1. Based on the OCR measurements, mitochondrial respiration parameters were calculated as follows: basal respiration, non-mitochondrial respiration (minimum measurement after rotenone/antimycin injection) was subtracted from the last measurement obtained before oligomycin injection; maximal respiration, measurement obtained after FCCP injection; oxygen consumption associated with ATP-coupled respiration, measurement after oligomycin injection was subtracted from the last measurement before oligomycin injection; spare respiratory capacity, basal respiration subtracted from maximal respiration. Measurement of ECAR was also calculated during the Mitostress test by the Seahorse XFe96 software, Wave.

### RNA extraction and quantitative qPCR

RNA from cultured cells was isolated and purified using the RNeasy RNA purification kit (Qiagen); RLT lysis buffer was supplemented with β-mercaptoethanol (1%). Purified RNA was treated with DNase I (Invitrogen) before reverse transcription. cDNA was synthesized from RNA (1 μg) using iScriptTM cDNA Reverse Transcription kit (Bio-Rad) per manufacturer’s instructions. Real-time PCR was performed using the SYBR Green Master Mix kit and gene-specific primers. Quantitative PCR was performed on the ABI PRISM 7500 sequence detection system (Applied Biosystems, Foster City, CA). All reactions were performed in triplicates, and relative mRNA levels were calculated by the comparative threshold cycle method using GAPDH as an internal control. Oligonucleotide sequences are provided in Supplementary Table 1.

### Immunoblotting

Cultured cells were washed twice with ice-cold PBS and lysed in radioimmune precipitation assay (RIPA) buffer containing 20 mm Tris-HCl, pH 7.5, 150 mm NaCl, 1 mm EDTA, 1 mm EGTA, 1% Triton X-100, 2.5 mm sodium pyrophosphate, 1 mm β-glycerophosphate, 1 mm Na3VO4, 1 mm NaF, and 1× protease inhibitor mixture (Roche Applied Science). After incubation on ice for 10 min, cell lysates were clarified by centrifugation at 15,000 rpm for 10 min. For suspension adhesion assay, day 3 pre-osteoclasts were starved for 3 h in α-MEM medium containing 2% FBS, followed by lifting cells with 0.01% EDTA. Cells were seeded on the vitronectin-coated petri dish or left in 50 ml conical tubes in suspension at 37 °C for 30 min.

Forty micrograms of total lysates were subjected to 8–12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto PVDF membranes. Filters were blocked in 0.1% casein in PBS for 1 h and incubated with primary antibodies at 4 °C overnight, followed by probing with fluorescence-labeled secondary antibodies (Jackson ImmunoResearch Laboratories). Proteins were detected with the Odyssey Infrared Imaging System (LI-COR Biosciences). Antibodies used in these assays are provided in Supplementary Table 2.

### RNA sequencing and analysis

Total RNA integrity was determined using an Agilent Bioanalyzer. Library preparation was performed with 5–10 µg of total RNA with a Bioanalyzer RIN score greater than 8.0. Ribosomal RNA was removed by poly-A selection using Oligo-dT beads (mRNA Direct kit, Life Technologies). mRNA was then fragmented in reverse transcriptase buffer and heated to 94° for 8 min. mRNA was reverse transcribed to yield cDNA using SuperScript III RT enzyme (Life Technologies, per manufacturer’s instructions) and random hexamers. A second strand reaction was performed to yield ds-cDNA. cDNA was blunt-ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12–15 cycles using primers incorporating unique dual index tags. Fragments were sequenced on an Illumina NovaSeq-6000 using paired-end reads extending 150 bases.

Basecalls and demultiplexing were performed with Illumina’s bcl2fastq software and a custom Python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the Ensembl release 76 Mus musculus primary assembly with STAR version 2.5.1a^54^. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.6-p5^55^. Isoform expression of known Ensembl transcripts was estimated with Salmon version 0.8.2^56^. Sequencing performance was assessed for the total number of aligned reads, total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RSeQC version 2.6.2^57^.

All gene counts were then imported into the R/Bioconductor package EdgeR^58^, and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in the smallest group size minus one sample greater than one count per million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma^59^. Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples, and the count matrix was transformed to moderated log 2 counts-per-million with Limma’s voomWithQualityWeights^60^. The performance of all genes was assessed with plots of the residual standard deviation of every gene to their average log count with a robustly fitted trend line of the residuals. Differential expression analysis was then performed to analyze for differences between conditions, and the results were filtered for only those genes with Benjamini-Hochberg false-discovery rate adjusted *p*-values less than or equal to 0.05.

For each contrast extracted with Limma, global perturbations in known Gene Ontology (GO) terms, MSigDb, and KEGG pathways were detected using the R/Bioconductor package GAGE^61^ to test for changes in expression of the reported log 2 fold-changes reported by Limma in each term versus the background log 2 fold-changes of all genes found outside the respective term. The R/Bioconductor package heatmap3^62^ was used to display heatmaps across groups of samples for each GO or MSigDb term with a Benjamini-Hochberg false-discovery rate adjusted *p*-value less than or equal to 0.05. Perturbed KEGG pathways where the observed log 2 fold-changes of genes within the term were significantly perturbed in a single-direction versus background or in any direction compared to other genes within a given term with p-values less than or equal to 0.05 were rendered as annotated KEGG graphs with the R/Bioconductor package Pathview^63^.

To find the most critical genes, the Limma voomWithQualityWeights transformed log 2 counts-per-million expression data was then analyzed via weighted gene correlation network analysis with the R/Bioconductor package WGCNA^64^. Briefly, all genes were correlated across each other by Pearson correlations and clustered by expression similarity into unsigned modules using a power threshold empirically determined from the data. An eigengene was then created for each de novo cluster, and its expression profile was then correlated across all coefficients of the model matrix. Because these clusters of genes were created by expression profile rather than known functional similarity, the clustered modules were given the names of random colors, where gray is the only module that has any pre-existing definition of containing genes that do not cluster well with others. These de-novo clustered genes were then tested for functional enrichment of known GO terms with hypergeometric tests available in the R/Bioconductor package clusterProfiler^65^. Significant terms with Benjamini-Hochberg adjusted p-values less than 0.05 were then collapsed by similarity into clusterProfiler category network plots to display the most significant terms for each module of hub genes in order to interpolate the function of each significant module. The information for all clustered genes for each module was then combined with their respective statistical significance results from Limma to determine whether or not those features were also found to be significantly differentially expressed. The RNAseq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code 231819.

### Chromatin immunoprecipitation (ChIP) assay

For chromatin fixation, 6 × 10^6^ million cells were plated in 150 mm tissue culture plates (MCSF + 100 ng/ml RANKL) for 3 days. Formaldehyde was added directly to cell culture media for 10 minutes at room temperature such that the final concentration was 1%. Cross-linking was quenched by the addition of glycine to a final concentration of 0.125 M. Cells were washed 3 times with PBS and scraped off the plates in 1 ml of PBS containing protease inhibitors (Thermo Scientific, Cat No. 78443). Cells were centrifuged at 1000 × *g* for 5 min at 4 °C. The pellet was resuspended and lysed in 300 ul of SDS Lysis Buffer (50 mM [tris(hydroxymethyl)aminomethane [Tris]–HCl pH 8], 10 mM [EDTA], 1.0% [sodium dodecyl sulfate [SDS]], and protease inhibitors) for 20 minutes on ice. Cells were chromatin sheared using Bioruptor (6 cycles, 10 minutes at high speed per cycle). The samples were centrifuged to pellet the cellular debris at 15,000 × *g*. Ten percent of the cells were collected in a separate tube to be used as input control. The supernatant was divided equally between immunoprecipitation samples which also included isotype control.

For immunoprecipitation, 60 μL of magnetic protein A/G beads were used. The beads were washed thrice with PBS containing 0.02% tween 20. After the final wash, beads were resuspended with the antibody overnight at 4 °C (antibody details used for ChIP assays are provided in supplemental table 2). Sheared DNA was incubated with the bead-antibody slurry. The next day, DNA-protein complexes were washed in low salt buffer (0.1% [SDS], 1%[Triton X100], 2 mM [EDTA], 20 mM [Tris-HCl pH 8.0], 150 mM [NaCl]) followed by high salt buffer (0.1% [SDS], 1% [Triton X100], 2 mM [EDTA], 20 mM [Tris-HCl pH 8.0], 500 mM [NaCl]), LiCl buffer (0.25 M [LiCl], 1% [nonidet P-40], 1% [deoxycholate], 1 mM [EDTA], 10 mM [Tris-HCl pH 8.0]), and Tris-EDTA buffer (Sigma Aldrich, Cat No. 574793). DNA was eluted by adding 250 μL of elution buffer (1% [SDS], 0.1 M [NaHCO3]). Samples and inputs were de-cross-linked and cleaned for quantitative polymerase chain reaction (qPCR) analysis.

### ATP quantification assay

ATP was quantified using an ATP Determination Kit (Invitrogen, A22066). Briefly, the reaction mixture was added to the 96-well cell culture plate (100 μl/well), which contains the cultured cells or standard solution. After 30 min of incubation in the dark, the plate was read using a luminescence detector. ATP concentrations were calculated using the standard curve.

### GSH assay

GSH was calculated using a GSH-Glo assay kit (Promega, V6911). Briefly, cells were plated in 96-well opaque plates at a density of 5000 cells/well in the presence of 1:10 CMG and 100 ng/ml of RANKL for 3 days. On the day of the assay, media was removed from the wells. In total, 100 μl of prepared 1× GSH-Glo™ Reagent was added to each well after briefly mixing; the plate was incubated at room temperature for 30 min. In total, 100 μl of reconstituted Luciferin Detection Reagent was added to each well of a 96-well plate. Luminescence was measured using a luminometer. GSH concentrations were calculated using the standard curve.

### ROS assay

Cells were plated in 96-well opaque plates at a density of 5000 cells/well in the presence of 1:10 CMG and 100 ng/ml of RANKL for 3 days. On the day of the assay, media was removed from the wells. cells were washed and incubated in the dark for 15 min with α-MEM lacking phenol red in the presence or absence of H_2_O_2_ (50 μM). In total, 5 μM DCFH-DA (Sigma Aldrich, Cat No. 35845) was added in the last 10 min of incubation. DCF (2′,7′-dichlorofluorescein) fluorescence was measured with an excitation wavelength of 488 nm and emission at 515–540 nm.

### Mitochondrial membrane potential

Cells were plated in 384-well opaque plates at a density of 1000 cells/well in the presence of 1:10 CMG and 100 ng/ml of RANKL for 5 days. For mitochondrial staining, cells were incubated with 100 μM TMRM dye (Thermos Scientific, Cat No. T668) diluted in DMEM assay media (Agilent Technologies, Cat No 103575-100) in the presence of 50 μM verapamil. TMRM was incubated for 120 min at 37 °C without washing and then challenged with 2 µM FCCP (Sigma Aldrich, Cat No. C2920). Live cell images were acquired, and absorbance was quantified using Agilent Biotek Cytation.

### LC–MS analysis

Cells were quenched with cold LC/MS-grade methanol, then scraped and transferred to Eppendorf tubes. Samples were dried in a SpeedVac. The samples were then reconstituted in 1 mL of cold methanol:acetonitrile:water (2:2:1) and subjected to three cycles of vortexing, freezing in liquid nitrogen, and 10 min of sonication at 25 °C. Samples were stored at −20 °C overnight and then centrifuged for 10 min at 14,000 × *g*, and 4 °C. Supernatants were transferred to new tubes and dried by a SpeedVac. The protein abundance of each sample was determined by using BCA. A quantity of 1 μl of acetonitrile:water (2:1) per each 2.5 μg of protein was used. Samples were subjected to two cycles of vortexing and 10 min of sonication at 25 °C. Next, samples were centrifuged for 10 min at 14,000 × *g* and 4 °C, transferred supernatant to LC vials, and stored at −80 °C until MS analysis.

Ultra-high-performance LC (UHPLC)/MS was performed with a Thermo Scientific Vanquish Flex UHPLC system interfaced with a Thermo Scientific Orbitrap ID-X Tribrid Mass Spectrometer (Waltham, MA). Hydrophilic interaction liquid chromatography (HILIC) separation was accomplished by using a HILICON iHILIC-(P) Classic column (Tvistevagen, Umea, Sweden) with the following specifications: 100 × 2.1 mm, 5 μm. Mobile-phase solvents were composed of A = 20 mM ammonium bicarbonate, 0.1% ammonium hydroxide, and 2.5 μM medronic acid in water:acetonitrile (95:5) and B = acetonitrile:water (95:5). The column compartment was maintained at 45 °C for all experiments. The following linear gradient was applied at a flow rate of 250 μL min^−1^: 0–1 min: 90% B, 1–12 min: 90-35% B, 12–12.5 min: 35-25% B, 12.5–14.5 min: 25% B. The column was re-equilibrated with 20 column volumes of 90% B. The injection volume was 2 μL for all experiments. LC/MS data were processed and analyzed with the open-source Skyline software^66^, decoID^67^, and publicly available MetaboAnalyst^68^. All the metabolomic data has been included in Supplementary Data 1.

### Statistics

Statistical significance was determined using multiple comparisons in a one-way or two-way analysis of variance (ANOVA) test or with unpaired nonparametric Student *t*-test when only two groups were present, using GraphPad Prism v10 built-in statistical analysis (GraphPad Software Inc., La Jolla, CA). *P* < 0.05 was considered significant. All quantitative reverse transcription-PCR and qPCR data were expressed as mean from at least three independent biological experiments with at least three technical replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files Document

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under the accession code GSE231819. The metabolomic data in this study is provided as Supplementary Data 1 and accessible on the Metabolomics Workbench (https://www.metabolomicsworkbench.org/) using study ID ST002850. Source data are provided as a Source Data file. Source data are provided in this paper.

# Supplementary material for: BAP1 promotes osteoclast function by metabolic reprogramming
**Source:** Nat Commun. 2023 Sep 22;14:5923. doi: 10.1038/s41467-023-41629-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files Document

### **Description of Additional Supplementary Files**

**Supplementary Data1:** Metabolomics data from Bap1flox and Bap1 $\Delta$ LysM osteoclasts as determined by LC-MS analysis; n=5 biologically independent samples from 20-week-old male mice of either genotype.

# Supplementary material for: BAP1 promotes osteoclast function by metabolic reprogramming
**Source:** Nat Commun. 2023 Sep 22;14:5923. doi: 10.1038/s41467-023-41629-4
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | MetaboAnalyst 5.0,<br>Image J version 1.53k,<br>Bioquant osteo 2021,<br>Nanozoomer (model 2.0HT) for image acquisition<br>Nikon DS-U2/L2 USB version 5.547<br>R/Bioconductor Package version 3.17<br>Skyline version 22.2<br>Wave version 2.6.1.53 |
| Data analysis   | Fiji Image processing package for viewing and scoring; Graphpad Prism version 10.0 for statistical analysis.                                                                                                                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under the accession code "https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231819". The metabolomic data in this study are provided as a supplementary data file. Source data are provided as a Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For invivo studies, based on our preliminary data in similar approaches, we studied 5-13 animals in most experiments/ group to achieve 80% power with a 2-tailed P value of 0.05. For invitro data, sample size calculation was not performed. Sizes we chose throughout the manuscript were based on preliminary experiments and were considered sufficient as long as differences or lack of differences were statistically significant and reproducible in independent experiments. All n values are indicated in figure legends. |
| Data exclusions | There were no data exclusions                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | To assure scientific rigor and reproducible unbiased data, each analysis of cells or tissues was performed in triplicates and repeated at least two-three times with similar results.                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | Samples and cell culture experiments used for control and experiment were allocated randomly.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | The invivo analysis was conducted by a blinded researcher. Invitro experiments were not blinded as data analysis is based off objectively measureable data such as TRAP staining, presence or absence of actin rings, protein expression or metabolic changes. RNAseq and metabolomic analysis was conducted by a blinded researcher.                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

anti-Bap1(Cell Signaling Technologies, Cat No. 13187s, Lot No. 1); anti-Integrinb3(Cell Signaling Technologies, Cat No.4702s, Lot No.5); anti-NFATc1(SantaCruz Biotechnologies, CatNo. sc7294(7A6), Lot No.12214); anti-H2Ak119ub1(Cell Signaling Technologies, Cat No. 8240s(D27C4xp), Lot No.8); anti-CathepsinK (EMD Millipore, Cat No. MAB3324 (182-12G5), Lot No.2519359); Alexa 488 (Thermo Scientific, Cat No. A12379, Lot No.1360987); anti-Rac1 (Thermo Scientific, Cat No. 1862341, Lot No.we328014); anti-pSrc (Cell Signaling Technologies, Cat No. 2010L, Lot No. 17); anti-Actin (Sigma Aldrich, CatNo. A2228, Lot #476697); anti-IgG Mouse(SantaCruz Biotechnologies, CatNo. Sc2025, Lot No.H0615); anti-IgG Rabbit(SantaCruz Biotechnologies, CatNo. Sc2027, Lot No.B0515); anti-ubiquitin (Cell Signaling Technologies, Cat No. 3936s (P4D1), Lot No. 18), anti-VDAC (Cell Signaling Technologies, Cat No. 4661s (D73D12), Lot No.10); Goat anti-Rabbit IgG Alexa Fluor™ 680 (Thermo Scientific, Cat No. 21109, Lot No. 37505A); Goat anti-Mouse IgG Alexa Fluor™ 680 (Thermo Scientific, Cat No. 21058, Lot No. 35818A); Rabbit IgG DyLight™ 800 Donkey Polyclonal (Rockland, Cat No. 611-732-127, Lot No. 25342); Mouse IgG DyLight™ 800 Donkey Polyclonal (Rockland, Cat No. 611-432-042, Lot No. 18247).

## Validation

All antibodies that were used in the manuscript have been validated for use in mouse tissues on supplier website and for immunoblot and IP applications. BAP1 antibody has been validated to cross react to human Bap1 constructs on the manufacturer website. This antibody was only used to detect overexpressed human BAP1 in our invitro model.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

293 T cells (ATCC, Cat No. CRL3216); Platinum E cells (Cell Biolabs, Cat No. RV101)

## Authentication

None of the cell lines used were authenticated

## Mycoplasma contamination

Cell lines were not tested for mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

We have not used any commonly misidentified cell lines listed in the ICLAC Table

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All animals were housed in the animal care unit of Washington University School of Medicine, where they were maintained at 22C in a 12-hour light-dark cycle according to guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care. All mice used for experiments were healthy and had free access to water and food. All mice were from in house matings. Animal work was performed according to the policies of Animal Studies Committee (ASC) at Washington University School of Medicine in St. Louis. Mice were analyzed under approved protocols (Protocol No. 23-0120) and were provided appropriate care while undergoing research which complies with the standards in the Guide for the Use and Care of Laboratory Animals and the Animal Welfare Act.

Bap1flox mice were kindly provided by Prof. Anwesha Dey, Genentech Inc. Bap1ΔLysM (deletion in all myeloid cells) or Bap1ΔcatK mice (deletion in mature osteoclasts) mice were developed by breeding homozygous for floxed Bap1 with mice expressing Cre recombinase under the influence of LysozymeM Cre promoter or CathepsinK promoter as previously reported. The age of mice for most experiments was 8-20 week, but for those studies requiring mice to be 1 year old. Both males and females were evaluated.

## Wild animals

No wild animals were used in the study.

## Reporting on sex

In vivo studies were conducted in both males and females separately. No gender differences were noted.

## Field-collected samples

Study did not involve samples collected from the field

## Ethics oversight

Mice were housed in the animal care unit of Washington University School of Medicine, where they were maintained according to

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

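RNA-seq libraries of 17 cultures were analysed: preOCs of 6 Bap1flox and 5 Bap1ΔLysM mice after 24 h of RANKL at 100 ng/ml, and BMMs with 3 libraries of each genotype. The condition of each library was taken from its label. The paper's text does not describe the BMM libraries. Replicates 1 to 3 and 4 to 6 are named in different forms in the labels, and these library sets were used as a term or analysed apart where stated.

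The authors aligned the reads with STAR and counted uniquely aligned, unambiguous reads per gene with featureCounts, and these counts were deposited without normalization. The deposited CPM values were checked to equal each count over the library's total, and the deposited RPKM values to equal CPM over gene length. Only the counts were used for tests. Of the gene identifiers, 40254 (97.3%) had a symbol in the GENCODE M21 annotation of GRCm38 and 1134 had none, and 33148 had the same start in it. No line of the tables named anything but a gene. Here, 355 ribosomal RNA genes were left out.

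The count totals had a median of 47581468 in Bap1flox preOCs, 51824230 in Bap1ΔLysM preOCs, 51271073 in Bap1flox BMMs and 45274830 in Bap1ΔLysM BMMs. At these depths the spread between mice, more than counting error, sets the precision of most genes. The biological coefficient of variation was 0.274 in preOCs and 0.207 in BMMs.

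Genotypes were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with TMM factors, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genes needed a CPM above 1 in at least 4 of 11 preOC libraries or 2 of 6 BMM libraries. The interaction of genotype and RANKL was tested on replicates 1 to 3, the only ones with both BMMs and preOCs, and the RANKL response on the Bap1flox libraries among them. Counts of higher and lower genes used a fold change of at least 1.5. Log2 CPM values used a prior count of 2. Values given as CPM with an SD are means over libraries.

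Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, and their overlap with the higher and lower genes with Fisher's exact test. The lists written from general knowledge cover BCAA degradation, glutathione metabolism, ferroptosis, glycolysis, the TCA cycle, mitochondrially encoded proteins, the interferon response, NRF2 targets, ATF4 targets, osteoclast markers, cell cycle, DNA repair, and markers of neutrophils, B cells, erythroid cells, stromal cells and dendritic cells. Lists of macrophage and plasma cell markers were added later. A further 10 mouse Reactome lists came with fgsea 1.28.0. The Enrichr libraries were not used here.

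The genes named are those the paper names for the RNA-seq or measures in preOCs, Lyz2, sex-linked genes, osteoclast markers, and the 5 genes with the largest fold change in each direction, in preOCs and in BMMs, among those past the adjusted p whose genotypes do not overlap. This rule, the lists other than those of macrophages and plasma cells, the comparisons and the alternatives were set before the data were examined, except for the alternatives the closing section names as chosen after seeing the data. The alternatives were voomWithQualityWeights, DESeq2 1.42.0, RLE and upper-quartile factors, other filters, ribosomal protein genes left out, all libraries in a single fit, the library set as a term, each library set alone, the replicate number as a block, fry or an estimated correlation for the lists, and each library left out in turn.

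Whether replicate numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their group means. In preOCs the correlations were 0.57, 0.69, 0.34, 0.60 and 0.43 for numbers 1, 2, 4, 5 and 6, and in BMMs 0.49, 0.30 and 0.34. With the mean of each library set removed, those of preOC numbers 1 and 2 were 0.40 and 0.32 and those of numbers 4, 5 and 6 were -0.01, -0.14 and 0.01, so numbers 4 to 6 show no pairing within their set. Numbers 1 and 2 are the only Bap1ΔLysM preOC libraries of theirs, so their deviations mirror each other, and both correlations rest on a single contrast that cannot show pairing.

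The scripts were tested on simulated counts in which 200 genes were changed. Of these, edgeR recovered 90% among 12919 preOC genes and 89% among 13028 BMM genes, with 6.7% and 8.7% of its calls false. voomWithQualityWeights recovered 90% and 87% with 7.7% and 9.4% false, and DESeq2 96.5% and 95.5% with 16.8% and 26.5% false. The interval of 1.96 standard errors held the true value for 93% and 92.6% of genes, and 0 of 20 random lists were called. The simulated genes were drawn independently, without a difference between library sets or in library quality. The random lists thus cannot show how often lists of correlated genes are called by chance. In preOCs the estimated correlation reached 0.952 for the interferon list. The shares of false calls likewise hold for such simulated libraries alone. Tables and figures were made with python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.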

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

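The tests on Lyz2, on Bap1ΔLysM preOC library 1 and on the cell cycle list between library sets were chosen only after the results were seen.

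Lyz2 carries Cre in Bap1ΔLysM mice, and the paper does not report its level. It was near 0 in 6 of the 8 Bap1ΔLysM libraries, at most 0.47% of the Bap1flox mean. In the other Bap1ΔLysM libraries, both numbered 1, it stood at 80.8% in preOCs and 45.3% in BMMs. Bap1flox libraries ranged from 77.8% to 151% in preOCs and from 95.1% to 108% in BMMs. Only preOC library 1 thus lay within the Bap1flox range. A single insertion with the other Lyz2 allele intact would leave a level near that of 1 allele, so the 0.47% argues against it for the 6 libraries. The 45.3% of BMM library 1 does not argue against a single insertion there. Loss of macrophages is argued against by other macrophage genes, whose median log2 fold change was 0.30 in preOCs and -0.05 in BMMs. The related gene Lyz1 stood at 27% in Bap1ΔLysM preOC library 2 and at 77.6%, 72.7% and 78% in libraries 4, 5 and 6, and at 10.6% and 13.9% in Bap1ΔLysM BMM libraries 2 and 3, so it fell in some of the 6 libraries and was mostly kept in others. In the libraries numbered 1 it stood at 125% in preOCs and 55.7% in BMMs. A candidate explanation is that both Lyz2 alleles carry the insertion in these 6 libraries and not in those numbered 1. This would differ from the genotype in the paper's methods, which give LysMCre+/- for these mice, a single copy of Cre. The genotype at Lyz2 was not analysed here.

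Some libraries lay far from the others of their group. Of 214 groups of values tested for this, 27 held such a library, where about 10.7 would by chance, and 11 of the 27 were Bap1ΔLysM preOC library 1. In log2 CPM, this library was lowest for the TCA cycle list (6.78, others from 7.32), Slc6a12 (3.65, others from 6.04), Slco5a1 (0.95, others from 3.15), Slc5a3 (5.21, others from 6.75) and Slc18a1 (3.97). It was also lowest for Nfatc1 (8.75), Acp5 (9.76), Oscar (4.64), Car2 (5.83) and Myo1d (6.91), and highest for Lyz2 (12.80, others at most 5.37). Over 2139 genes past the adjusted p and the fold change in replicates 4 to 6, Lyz2 and Lyz1 left out, its slope on their log2 fold changes was 0.35, against 0.67 for Bap1ΔLysM library 2 and -0.19 to 0.12 for the Bap1flox libraries of that set. By a small margin, this slope met the rule set for counting it against a plain Bap1flox sample under a Bap1ΔLysM label. A further test took the genes past both thresholds in the fit without library 1, and library 1 lay beyond every Bap1flox library on the Bap1ΔLysM side at 49.4% of them. Treated in the same way, the Bap1flox libraries gave 9.94% to 43.7%. Bap1ΔLysM library 2 gave 59.9%, and libraries 4, 5 and 6 gave 98.1%, 98.7% and 93.9%. The rule for this second test asked for a wider gap to the highest Bap1flox share, which was not reached, so a plain Bap1flox sample and a Bap1ΔLysM sample cannot be told apart by these tests, each of which rests on this single library. Its Slc7a11 level of 49.7 CPM, its Susd2 level of 31.7 CPM and its Igha level of 31.5 CPM were each above every Bap1flox preOC library. Susd2 was named by a rule that asked for no overlap with this library included, so its place was fixed by the choice. Igha was named by that rule in BMMs, and the study chose Slc7a11 on these libraries. These values are therefore not independent evidence on the label of library 1. For Bap1ΔLysM BMM library 1 the slope was 0.15, with -0.08 to 0.09 in Bap1flox and 0.21 and 0.39 in the other Bap1ΔLysM BMM libraries, which leaves the same explanations open. A mixed sample and slower differentiation were not tested and stay open for both libraries.

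The other libraries far from their group were fewer. Bap1ΔLysM preOC library 2 was lowest for the ferroptosis list (6.15), Gsta3 (4.97), Slc9a7 (2.20) and Slc8a1 (3.44) and highest for Slc12a5 (4.93). Bap1flox preOC library 1 was highest for the DNA repair list (4.09) and Slc2a6 (5.91) and lowest for the neutrophil list (2.05), the dendritic cell list (2.48) and Mmp9 (11.89). Bap1flox preOC library 6 was highest for Gsta3 (4.51) and Slc9a9 (4.97) and lowest for Bap1 (6.18), library 3 was highest for Ggt5 (1.37) and Igha (2.95), and library 5 was lowest for Gm10134 (-0.18). No biological explanation was tested for these.

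The effect of genotype on the cell cycle list differed between BMMs and preOCs. The list was higher in Bap1ΔLysM BMMs, with a median log2 fold change of 0.59 and 45 of 45 genes higher, and lower in Bap1ΔLysM preOCs, with a median of -0.44 and 0 of 45 higher. Within replicates 1 to 3, the interaction of genotype and RANKL had a median of -0.98, with 45 of 45 genes below 0 (adjusted p = 6.6e-32 from limma's camera). Since those libraries are of a single set, the difference between library sets is argued against. With the correlation between genes estimated from the libraries the adjusted p was 0.41, and with fry it was 0.26, so the call rests on the preset correlation. The DNA repair list had a median interaction of -0.76, with 35 of 37 genes below 0 (adjusted p = 1.1e-16 from camera, 0.41 with the estimated correlation and 0.26 with fry). In the fits that each left out a library, the adjusted p from camera was 3e-44 to 1.2e-28 for cell cycle and 7.9e-19 to 3.6e-15 for DNA repair. A difference in the pace of differentiation or in cell density between the cultures stays open as an explanation and was not tested.

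The BMM libraries, which the paper does not report, gave 693 genes past the adjusted p in edgeR of 13028 tested, 171 higher and 522 lower in Bap1ΔLysM. The genotypes did not overlap for 693 of these and for 4409 of all genes tested, where chance gives 10%. Of the 10 splits of the 6 libraries into groups of 3, only the real one gave as many genes, and the others gave 0. With 10 splits the share cannot fall under 0.1, so genotype and a chance difference between the groups of 3 cannot be told apart by splits. The count was 2107 with the replicate number as a block. It was 4 without Bap1flox BMM library 3, 7 without Bap1flox library 2, 84 without Bap1ΔLysM library 2, 298 without Bap1flox library 1 and 369 without Bap1ΔLysM library 1. Of the 693 genes, 275 (39.7%) also passed in preOCs, 271 of them in the same direction.

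Genes of antibody-producing cells, which the paper does not discuss, were higher in every Bap1ΔLysM than in every Bap1flox library of the 17. The log2 fold change in preOCs was 4.01 for Jchain, 3.76 for Igha and 3.29 for Igkc, the last of these singled out after its values were seen. Igha ranged from 0.366 to 7.29 CPM in Bap1flox and from 17.8 to 60.5 CPM in Bap1ΔLysM libraries, Igkc from 1.27 to 6.08 and from 15.3 to 37.6, and Jchain from 0.0963 to 0.836 and from 3.16 to 7.92. Plasma cells in the Bap1ΔLysM cultures are a candidate source. The plasma cell list had a median log2 fold change of 2.06 in preOCs of replicates 1 to 3, 1.98 in those of replicates 4 to 6 and 1.46 in BMMs. Of 6 other plasma cell genes, 1, Mzb1, was higher in every Bap1ΔLysM library. The others were near 0 or, like Sdc1 at 23 to 307 CPM in Bap1flox, expressed by these cultures anyway, so plasma cells and another source of these transcripts cannot be told apart.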

How the results depend on the processing

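Across all alternatives, most results kept their direction and their side of the threshold: among values that answer a comparison 172 did, 38 became stronger, 13 weaker and 12 changed sign. For single genes the numbers were 1166, 68, 88 and 39, and for the other lists 183, 5, 18 and 10. Where no reason is given, the cause was not tested.

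The counts of preOC genes moved far. Under voomWithQualityWeights they were 7093 in all, 1317 higher and 1821 lower at a fold change of at least 1.5, against 2040, 500 and 697 with edgeR. On all 17 libraries with the library set as a term, voomWithQualityWeights gave 6592, 1056 and 1176. The library set as a term in edgeR gave 4345 in all. In replicates 1 to 3 alone the counts were 0, 0 and 0, with 2337 genes at an unadjusted p under 0.05, and in replicates 4 to 6 alone they were 4282, 937 and 1278. Further alternatives were chosen after seeing the data. These were voomWithQualityWeights with the library set as a term (6221, 854 and 1233), on all libraries without it (8041, 1815 and 1964) and on all libraries with it through contrasts.fit (6173, 1036 and 1169), and edgeR on all libraries with it (4527 in all, 799 higher). Across the 11 fits that each left out a library, the counts ranged from 1118 to 3110 in all, 308 to 754 higher and 481 to 1083 lower. The lowest and highest totals were those without Bap1ΔLysM libraries 4 and 1, and the total was 1127 without Bap1ΔLysM library 5 and 1329 without Bap1flox library 5.

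The BMM count of 693 became 1772 under voomWithQualityWeights and 2065 under DESeq2, and ranged from 4 to 756 across the 6 fits that each left out a library. The interaction of genotype and RANKL gave 0 genes in edgeR, 117 under DESeq2 and 1443 on all libraries with the library set as a term. The RANKL response of 8663 genes ranged from 7569 to 10167.

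The replicate number as a block gave 4233 preOC genes and 2107 BMM genes. With this pairing, 18 more named genes passed the adjusted p, namely Fabp7, Siglec1, Slc5a3, Slc2a6, Slc25a42, Slc46a3, Slc12a5, Gss, mt-Co1, mt-Co3, mt-Cytb, mt-Nd4, Lyz2, Eif2s3y, Uty, Oscar, Fos and, in preOCs, Kcnj10 (from -0.80 to -1.15, adjusted p = 0.0084). The block turned the median of the glutathione list to -0.09, Tcirg1 from -0.03 to 0.01 and Siglec15 from -0.09 to 0, and it changed no call that camera made on the lists in preOCs. More genes of the lists passed: 11 of 13 mitochondrially encoded genes (0 without the block), 4 for glycolysis (2), 15 for BCAA (11), 24 for glutathione (14), 18 for ferroptosis (9) and 4 osteoclast markers (2). By Fisher's exact test, the overlap with the higher genes passed for mitochondrially encoded genes (8 of 13, adjusted p = 4.9e-07) and ATF4 targets (adjusted p = 0.02, from 0.4), and that with the lower genes for cell cycle (adjusted p = 0.039, from 1).

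The share of PC1 that lay between the genotypes rose from 30.8% to 89.6% with the library set means removed. It ranged from 15.5% to 46.5% when each library was left out, with an exact permutation p under 0.05 without Bap1flox library 6 (41.9%, p = 0.048), Bap1ΔLysM library 1 (44.4%, p = 0.038) and Bap1ΔLysM library 2 (46.5%, p = 0.038).

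List medians near 0 changed sign easily. The glutathione median of 0.02 was -0.05 with upper-quartile factors, -0.01 with filterByExpr, 0 for the Reactome list of glutathione synthesis and -0.04 to 0.10 across the fits that left out a library. The ferroptosis median was -0.02 with upper-quartile factors. The BCAA median was -0.23 for the Reactome list, past the adjusted p, and -0.06 to 0 across the fits that left out a library, past it without Bap1flox library 1, Bap1ΔLysM library 4 or Bap1ΔLysM library 5. Under voomWithQualityWeights it was 0.10. Its overlap with the lower genes was 6 under voomWithQualityWeights, with an odds ratio of 0.96. Leaving out each library, the medians ranged from -1.16 to 0.13 for interferon, -0.02 to 0.14 for ATF4 targets and -0.03 to 0.21 for osteoclast markers. The interferon value of -1.16 (adjusted p = 3.9e-06 from camera) was without Bap1ΔLysM library 1.

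Near Lyz2, 10.1% of genes were past both thresholds against 9.26% elsewhere. Within 5 Mb the shares were 8.11% against 9.27%, and at any fold change 13% against 15.8%, so the direction changed.

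Among single genes with small changes, voomWithQualityWeights changed the sign of Gclc (0), Ppargc1b (-0.04), Acp5 (0.12), Src (-0.07), Car2 (0.03) and Clcn7 (-0.01). DESeq2 and RLE factors each gave 0.02 for Acp5 and 0.02 for Car2, and the library set as a term gave 0 for Tcirg1. Across the fits that left out a library the ranges were Gclc -0.13 to 0.03, Ppargc1b -0.15 to 0.14, Acp5 -0.11 to 0.19, Src -0.17 to 0.15, Car2 -0.14 to 0.16, Tcirg1 -0.23 to 0.09, Siglec15 -0.33 to 0.07, Slc12a5 -0.05 to 0.68, Ocstamp -0.07 to 0.23 and Mmp9 0 to 0.34. After thinning every library to 37967542 counts, 1934 of the 2040 preOC genes still passed.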

Differences from the paper's values

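The paper gives 6075 genes with an adjusted p under 0.05 in preOCs, and edgeR gave 2040 here. Of the alternatives set before the data were examined, 5 came within 1.5 times of the paper's count: voomWithQualityWeights (7093), the replicate number as a block (4233), the library set as a term (4345), replicates 4 to 6 alone (4282) and voomWithQualityWeights on all libraries with the library set as a term (6592). The other 19 did not. The 4 alternatives chosen after seeing the values also came within it: voomWithQualityWeights with the library set as a term (6221), on all libraries without it (8041) and on all libraries with it through contrasts.fit (6173), and edgeR on all libraries with it (4527).

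The paper shows preOC libraries separating by genotype in its principal component plot. Here, PC1 was split more by the library sets. The genotypes differed on PC2, where they took 53.5% of the spread (exact permutation p = 0.013) and the library sets 18.9%. On PC2, Bap1ΔLysM libraries lay from -43.1 to -9.2 and Bap1flox libraries from -8.2 to 40.7. The genotypes thus did not overlap on PC2, by a small margin, and within each library set they did not overlap on PC1. In this respect the libraries separated by genotype here as well. On PC1 the difference between the genotypes had an exact permutation p of 0.084, from splits that ignore the library sets. It was 0.0022 with the library set means removed, 0.048 without Bap1flox library 6 and 0.038 without Bap1ΔLysM library 1 or library 2. The 0.0022 came from all 462 splits, of which 200 keep the library sets in balance, and those 200 alone could not give a p as small.

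The legends of Fig. 4b and Fig. 5a give thresholds on a log fold change and the adjusted p for the labelled genes, and the log was read here as log2. Of the 9 genes of Fig. 4b, 2 passed both in edgeR, 8 under voomWithQualityWeights, 7 with the library set as a term, 7 in replicates 4 to 6 alone and 2 with the replicate number as a block. Of the 22 genes of Fig. 5a, 0 passed both in edgeR, 4 under voomWithQualityWeights, 1 with the library set as a term, 3 in replicates 4 to 6 alone and 0 with the block. Under the adjusted p of the legend alone, or with its 1.5 read as a plain fold change, these Fig. 5a numbers were 0, 17, 5, 5 and 0 in that order, and those of Fig. 4b were unchanged.

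At an adjusted p under 0.05, Fabp7 of Fig. 4b did not pass in edgeR (0.06). It passed with the library set as a term (0.044), the block (0.029), voomWithQualityWeights (0.00036), DESeq2 (0.014), replicates 4 to 6 alone (0.00049) and without Bap1ΔLysM library 1 (0.0039). Of Fig. 5a, Slc5a3 (0.054), Slc2a6 (0.095), Slc25a42 (0.12), Slc46a3 (0.13), Slc18a1 (0.15) and Slc12a5 (0.54) did not pass in edgeR. All of them but Slc12a5 passed under voomWithQualityWeights, all but Slc18a1 with the block, and all in replicates 4 to 6 alone. Slc5a3, Slc2a6 and Slc46a3 passed with the library set as a term, Slc5a3 and Slc2a6 with DESeq2, and Slc5a3 with RLE factors (0.048). Without Bap1ΔLysM library 1, Slc5a3 (0.00038), Slc25a42 (0.0087) and Slc18a1 (0.0068) passed, without Bap1ΔLysM library 2 Slc46a3 (0.032), and without Bap1flox library 1 (0.031) or Bap1ΔLysM library 6 (0.039) Slc2a6. In the opposite direction, Slc40a1, Slc9a7, Slc8a1, Slc9a9 and Slc6a4 of Fig. 5a passed in edgeR but lost the call in some of the fits that left out a library. Siglec1 of Fig. 4e (0.099) passed with the library set as a term (0.001) and the block (0.0052).

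The paper places glutathione metabolism and ferroptosis among the pathways of the higher genes. The lists written by hand held 3 and 5 of the higher genes, with adjusted p-values of 0.95 and 0.1 from Fisher's exact test, and neither passed under the alternatives tried for this test. It places BCAA metabolism among those of the lower genes, where the hand list held 7, with an adjusted p of 0.073, while the Reactome list passed with camera (0.015). The paper's discussion names glucose metabolism among the lower pathways, and the glycolysis list held 0 of the lower genes at a fold change of at least 1.5, with 1 at an unadjusted p under 0.05. It held 1 with the library set as a term, the block, DESeq2 or replicates 4 to 6 alone, and 2 under voomWithQualityWeights. The paper reports Gclc and Gss as higher by qPCR in preOCs, in a legend that gives no time in RANKL. With the library set as a term in edgeR, Gclc was at -0.08 (adjusted p = 0.63) and Gss was lower, at -0.38 (adjusted p = 0.01). Glutathione S-transferase genes are also reported as higher, and here 1 of 16 was higher and 5 were lower past both thresholds.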

Other observations

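The tests of the preOC genes against the library sets, of neutrophil-lineage cells and of stromal cells were chosen only after the results were seen.

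The number of preOC genes past the adjusted p was compared with other splits of the libraries. Of 100 splits drawn from the 462 into groups of 5 and 6, 2 gave at least 2040 genes, the real one included. The highest count among the others was 3327 and the median 0. The split by library set, which was not among those drawn, gave 5598 genes. With the library set as a term and the sets kept in balance, only 1 of 100 splits, the real one itself, gave as many as 4345 genes. Among the 16 splits that part all 5 pairs under the block, only the real one gave 4233, and the others gave at most 2.

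Several technical explanations of these genes were tested. With the library set as a term, 2039 of the 2040 still passed, although replicates 1 to 3 alone gave 0 and 2337 at an unadjusted p under 0.05. Genes within 10 Mb of Lyz2 made up 0.585% of those past both thresholds, which argues against DNA of another strain around Cre as their source. After a trend on gene length was removed 1801 still passed, after a trend on GC content 1771, and after thinning to equal totals 1934. The highest Xist count in any library was 3, which argues against mice of different sex, although Ddx3y (log2 fold change 0.59, adjusted p = 0.036 from edgeR) and Kdm5d (0.43, adjusted p = 0.049 from edgeR) were higher in Bap1ΔLysM preOCs. An effect of the genotype at Bap1 stays a hypothesis, and Cre or the loss of Lyz2 is not separated from it by this design.

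Slc7a11 may be part of a wider NRF2 response. Without Slc7a11, 15 of 20 NRF2 targets were higher, with a median log2 fold change of 0.20 (unadjusted p = 0.0081 from limma's camera, 0.023 with the library set as a term). With fry the unadjusted p was 0.1, and with an estimated correlation 0.37. The whole list, with 16 of 21 genes higher and a median of 0.22, 0.46 within replicates 1 to 3 and 0.09 within replicates 4 to 6, had an adjusted p of 0.004 from camera, and 0.12 without Bap1ΔLysM library 1. For ATF4 targets without Slc7a11, 16 of 27 were higher (unadjusted p = 0.23 from limma's camera), so an ATF4 response cannot be told apart from none. The whole ATF4 list had a median of 0.09 and an adjusted p of 0.15 from camera, 0.041 with the library set as a term, 0.031 without Bap1flox library 1 and 0.043 without Bap1ΔLysM library 5.

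RANKL changed 8663 of 13412 genes in Bap1flox libraries 1 to 3, 4252 higher and 4411 lower. Of the 10 splits of these 6 libraries, only the real one gave as many and the others gave 0, but 10 splits cannot give a share under 0.1. The interaction of genotype and RANKL had 0 genes past the adjusted p in edgeR and 1718 at an unadjusted p under 0.05.

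Among the lists written by hand, camera called 7 in preOCs, fry kept 5 of these calls, all but NRF2 targets and mitochondrially encoded genes, and with an estimated correlation none held. The cell cycle list (median -0.44, adjusted p = 1.6e-13 from camera) and the DNA repair list (-0.36, 4 of 37 higher, adjusted p = 1.4e-05 from camera) were lower. The mitochondrially encoded genes were higher (13 of 13, median 0.66, adjusted p = 0.038 from camera), with 0 of 13 past the adjusted p as single genes and 1 at an unadjusted p under 0.05. Their median was 0.57 within replicates 1 to 3 and 0.52 within replicates 4 to 6. With the block 11 of 13 passed (adjusted p = 2e-06 from camera), with the library set as a term 4 (adjusted p = 0.0026 from camera), under voomWithQualityWeights 12 (median 1.35) and under DESeq2 1. The median of 1.35 lay above those of both library sets. Its fit did not hold the library set as a term and gave Bap1ΔLysM libraries 1 and 2 weights of only 0.22 and 0.29. The camera call was lost in several fits, among them those without Bap1ΔLysM library 6 (median 0.33, adjusted p = 0.17 from camera) and without Bap1flox library 2 (0.49, adjusted p = 0.13 from camera). The TCA cycle list had a median of 0.10 with 19 of 28 higher (adjusted p = 0.57 from camera), and 0.20 without Bap1ΔLysM library 1 (adjusted p = 0.043 from camera). In BMMs, NRF2 targets (0.22, adjusted p = 0.0022 from camera) and interferon genes (0.47, 28 of 28 higher, adjusted p = 0.00079 from camera) were higher, and no erythroid gene was tested in preOCs.

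The interferon list was set apart by a single library. Its mean log2 CPM was 6.86 in Bap1ΔLysM preOC library 1, 4.79 in library 2 and 5.55 to 5.84 in the Bap1flox libraries of replicates 1 to 3, and 3.72 to 3.94 against 4.02 to 4.98 in replicates 4 to 6. Without Bap1ΔLysM library 1, 0 of 28 genes were higher (median -1.16, adjusted p = 3.9e-06 from camera). In BMMs it was 6.95 in Bap1ΔLysM library 1, 5.39 and 5.92 in libraries 2 and 3 and 5.53 to 5.67 in Bap1flox. With every library its median was 0.43 within replicates 1 to 3, with 27 of 28 genes higher in Bap1ΔLysM, and -0.69 within replicates 4 to 6, with 0 of 28 higher. In all preOCs the median was -0.03 with 11 of 28 higher (adjusted p = 0.39 from camera), and by edgeR 0 of 28 were among the lower genes at a fold change of at least 1.5. Under voomWithQualityWeights 20 of 28 were, where 3.95 would be drawn by chance (adjusted p = 2.4e-10 from Fisher's exact test), and 0 were among the higher genes.

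Of the Reactome lists, chemokine receptors (median 0.26, 17 of 24 higher, adjusted p = 0.014 from camera, 0.009 with fry) and the Fanconi anemia pathway (-0.28, 4 of 24 higher, adjusted p = 0.024 with each) passed. Iron uptake passed with fry alone (0.15, 25 of 36 higher, adjusted p = 0.083 from camera, 0.02 from fry). Citric acid cycle (0.09), respiratory electron transport (0.02), glutathione conjugation (0.04) and interferon signaling (0.18) did not pass with either. Of the 92 members of the respiratory electron transport list, 21 had no match and were left out, mitochondrially encoded genes among them.

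Neutrophil genes were higher in Bap1ΔLysM preOCs (13 of 14, median 1.37, adjusted p = 4.5e-06 from camera, 0.043 from fry), with 0.53 within replicates 1 to 3 and 1.43 within replicates 4 to 6. Early granule genes had a median of 1.24 and late ones of 1.57. Ngp ranged from 20.1 to 89.2 CPM in Bap1flox and from 57.1 to 269 in Bap1ΔLysM libraries, S100a9 from 16.6 to 54 and from 37.7 to 143, while Mmp8 fell by 1.07 on the log2 scale. Since both groups of genes belong to the list in which the pattern was seen, neutrophil-lineage cells left in the cultures and a change within the cultured cells cannot be told apart. Dendritic cell genes were also higher (8 of 8, median 1.00, 0.30 and 1.28 within the library sets, adjusted p = 7.8e-07 from camera), with Cd74 at 78.7 to 125 CPM in Bap1flox and 83.8 to 363 in Bap1ΔLysM libraries. B cell genes were higher in 2 of 4 (median 0.59, -0.47 with 1 of 4 higher within replicates 1 to 3, 1.07 with 4 of 4 within replicates 4 to 6, adjusted p = 0.016 from camera, 0.073 with the library set as a term, 0.052 without Bap1flox library 6). The 14 neutrophil, 8 dendritic and 4 B cell genes are those that passed the CPM filter in these cultures, so all of them were also detected there.

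Collagen genes varied between libraries of a condition, Col1a1 from 81.4 to 1500 CPM in Bap1flox and from 46.8 to 711 in Bap1ΔLysM libraries. The median of the other stromal genes rose and fell with it (Spearman rho 0.96, permutation p = 1e-05, the smallest the resamples can give), and 7 of 8 had a rho of at least 0.5. Stromal cells in the cultures are a candidate source, and a shared change within the cultured cells cannot be told apart from them, since these values had been seen. The list had a median of -0.93 in preOCs (adjusted p = 0.21 from camera), -1.01 with 0 of 9 higher within replicates 1 to 3 and 0.30 with 7 of 9 higher within replicates 4 to 6, -0.26 with the library set as a term, and -1.03 in BMMs (adjusted p = 0.079 from camera).

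Of 8 genes of Fig. 4e, 7 were tested and all 7 were higher in Bap1ΔLysM preOCs, from 1.26 to 2.28 with a median of 1.72. Over all genes tested 6 passed, and adjusted over the list alone 7, which is not independent evidence because the study chose them on these libraries. Siglec1 did not pass over all genes (adjusted p = 0.099 from edgeR), but passed with the block (0.0052).

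Of 20 osteoclast markers, Dcstamp was lower (-0.69, adjusted p = 0.021 from edgeR) and Tnfrsf11a higher (0.33, adjusted p = 0.013 from edgeR), and the list had a median of 0.13 (adjusted p = 0.5 from camera). Gclc (-0.07, adjusted p = 0.8 from edgeR) and Ppargc1b (0.02, adjusted p = 0.97 from edgeR) did not pass. Gss (-0.36, adjusted p = 0.1 from edgeR) passed as lower with the block (0.0096) and the library set as a term (0.01), the opposite of the direction the paper reports. Asxl2 was higher (0.48, adjusted p = 0.0026 from edgeR). Of 16 glutathione S-transferase genes, 1 was higher and 5 were lower past both thresholds (two-sided Fisher's exact test for lower genes, p = 0.0012).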
